# Ipsilateral and Contralateral Retinal Ganglion Cells Express Distinct Genes during Decussation at the Optic Chiasm

**DOI:** 10.1523/ENEURO.0169-16.2016

**Published:** 2016-12-02

**Authors:** Qing Wang, Florencia Marcucci, Isadora Cerullo, Carol Mason

**Keywords:** cell specification, contralateral, decussation, ipsilateral, optic chiasm, retinal ganglion cell

## Abstract

The increasing availability of transcriptomic technologies within the last decade has facilitated high-throughput identification of gene expression differences that define distinct cell types as well as the molecular pathways that drive their specification. The retinal projection neurons, retinal ganglion cells (RGCs), can be categorized into distinct morphological and functional subtypes and by the laterality of their projections. Here, we present a method for purifying the sparse population of ipsilaterally projecting RGCs in mouse retina from their contralaterally projecting counterparts during embryonic development through rapid retrograde labeling followed by fluorescence-activated cell sorting. Through microarray analysis, we uncovered the distinct molecular signatures that define and distinguish ipsilateral and contralateral RGCs during the critical period of axonal outgrowth and decussation, with more than 300 genes differentially expressed within these two cell populations. Among the differentially expressed genes confirmed through *in vivo* expression validation, several genes that mark “immaturity” are expressed within postmitotic ipsilateral RGCs. Moreover, at least one complementary pair, Igf1 and Igfbp5, is upregulated in contralateral or ipsilateral RGCs, respectively, and may represent signaling pathways that determine ipsilateral versus contralateral RGC identity. Importantly, the cell cycle regulator cyclin D2 is highly expressed in peripheral ventral retina with a dynamic expression pattern that peaks during the period of ipsilateral RGC production. Thus, the molecular signatures of ipsilateral and contralateral RGCs and the mechanisms that regulate their differentiation are more diverse than previously expected.

## Significance Statement

This study presents a new method for isolating ipsilaterally and contralaterally projecting retinal ganglion cells (RGCs) via retrograde labeling and fluorescence-activated cell sorting. The subsequent transcriptomic analysis of these purified populations by microarray, followed by *in vivo* expression validation, revealed that ipsilateral RGCs have a distinct set of genes that govern neurogenesis, differentiation, and axon guidance compared with contralateral RGCs. Elucidating these gene programs contributes to our understanding of how decussating systems—in particular, the binocular circuit—are established. This information is critical for directing the appropriate RGC subtype differentiation and axon regeneration for repair after injury.

## Introduction

The vertebrate central nervous system is composed of a complex network of highly diverse neurons defined by distinct molecular signatures that confer their unique properties in morphology, connectivity, and function. The vertebrate retina, with its three cellular layers and six neuronal classes, has been a useful model for studying general principles of neurogenesis and axon guidance. Each class of retinal cells can be further divided into morphologically and functionally distinct subtypes, and recent efforts have identified the molecular programs that establish these differences within neuronal classes, such as amacrine, bipolar, and retinal ganglion cell (RGC) subtypes (Kim et al., 2008; Badea et al., 2009; Kay et al., 2011a, 2011b; Watson et al., 2012; Jiang et al., 2013; Sajgo et al., 2014; Macosko et al., 2015; Osterhout et al., 2015; Sanes and Masland, 2015; Tang et al., 2015; Jin et al., 2015; Rousso et al., 2016; Shekhar et al., 2016). RGCs, as the only projection neurons of the retina, can be additionally distinguished by the laterality of their axonal projection to targets in the thalamus and midbrain. It is this decussation of the retinogeniculate projection that underlies binocular vision.

Two different guidance programs direct the growth of the ipsilateral and contralateral projections at the mouse optic chiasm: EphB1 and EphrinB2 interactions repel ipsilateral axons from the midline, and an NrCAM/PlexinA1 complex reverses an inhibitory Sema6D signal to promote contralateral axon growth through the midline (Williams et al., 2003, 2006b; Kuwajima et al., 2012). Of the known retinal guidance receptors potentially regulated by these transcriptional programs, knockout mouse models show only partial changes in laterality (Williams et al., 2003, 2006a; Erskine et al., 2011; Kuwajima et al., 2012). Moreover, the molecular interactions between transcription factors (e.g., Zic2 and Islet2), downstream effectors (e.g., EphB1, Neuropilin, NrCAM, and PlexinA1), and upstream patterning genes (e.g., Foxd1 and Foxg1) within this genetic network have proven difficult to identify, suggesting the presence of yet-unknown intermediate players that bridge these gaps (Herrera et al., 2003, 2004; Pak et al., 2004; Pratt et al., 2004; Tian et al., 2008; Picker et al., 2009; Carreres et al., 2011; Fotaki et al., 2013; Hernandez-Bejarano et al., 2015). For example, in overexpression studies, Zic2 is more potent than EphB1 in switching RGC projection laterality (Petros et al., 2009b) and thus may regulate additional downstream factors in the uncrossed guidance program. Even less is known about the transcriptional regulators and adhesion molecules that mediate organization of eye-specific RGC axon cohorts in the optic tract and innervation of target regions.

One approach to tackling these questions is to analyze the molecular signatures of ipsilateral and contralateral RGCs to identify genes specific to these two RGC subtypes. Such an approach has proven useful in recent studies of other neuronal subtypes, such as cortical projection neurons (Lodato and Arlotta, 2015), and has been particularly successful in uncovering transcriptional networks that regulate postmitotic cell fate acquisition. An unbiased screen allows for identification of new candidates not previously described in other systems and not ascribed to the retina or RGCs. A challenge to such studies is that ipsilateral RGCs constitute a very small population of cells within the retina [only ∼3–5% of the final RGC number and ∼10% at embryonic day 16.5 (E16.5)]. Thus, the ipsilateral RGC population is particularly sensitive to contamination by other cell types when using anatomical isolation approaches.

Here we present a novel method for purifying embryonic ipsilateral and contralateral RGCs using retrograde labeling of live tissue coupled with fluorescence-activated cell sorting (FACS). Through gene expression profiling of purified ipsilateral and contralateral RGCs during the critical period of axon outgrowth and midline decussation, we have uncovered distinct molecular signatures that define and distinguish these two RGC cohorts during embryonic development. Through subsequent validation of the *in vivo* expression patterns of select candidates, we have identified more than 300 genes that are differentially expressed in ipsilateral and contralateral RGCs. Ipsilateral RGCs are enriched in “early” genes, in particular transcription factors known to be expressed by retinal progenitor cells. Of special interest is the expression of cyclin D2, a cell cycle–related gene highly abundant in ventral retina. In addition, we observed the expression of potential molecular partners in a complementary fashion within ipsilateral and contralateral RGCs. Although several important studies have identified genes that distinguish neuronal subtypes defined by their connectivity or neurotransmitter expression, this is the first attempt at using gene profiling to investigate the differences between two neuronal subtypes distinguished by the laterality of their projection.

## Materials and Methods

### Animals

C57/BL/6J mice were obtained from the Jackson Laboratory (Bar Harbor, ME) and are referred to as wild-type in this study. In Foxd1^lacZ/+^ and Foxd1^lacZ/lacZ^ mice, the lacZ gene was substituted for the coding region of Foxd1 (Hatini et al., 1994). Mice were housed in a barrier facility in a timed-pregnancy colony at Columbia University and exposed only to conditions and procedures that were approved by the Institution Animal Care and Use Committee, protocol numbers AAAG8702 and AAAG9259. Females were checked for vaginal plugs at approximately noon on every weekday. Conception was assumed to take place at midnight, and E0.5 refers to the day on which the vaginal plug was detected.

### Retrograde labeling

Tetramethylrhodamine-conjugated dextran MW3000, anionic, lysine fixable (D-3308; Invitrogen, San Diego, CA) was used to retrogradely label retinal ganglion cells. Pregnant females were anesthetized using ketamine-xylazine (100 and 10 mg/kg, respectively, in 0.9% saline). While the mother was kept alive, each E16.5 embryo was removed from the uterus and decapitated in DMEM/F12 (Invitrogen) buffer over ice. The head was immersed in DMEM, and hard palate and skull base were removed to expose the optic chiasm and tract. The optic tract and surrounding tissue were dried, and a pinch of dextran was applied to the severed optic tract with forceps. Heads were then incubated in pre-oxygenated bubbling artificial CSF at room temperature for 2 hours.

For FACS experiments, retinas were immediately dissected out without fixation and were screened for labeling with rhodamine in the expected domains for ipsilateral and contralateral RGCs. Only retina pairs with robust and specific rhodamine labeling were processed for FACS.

For whole-mount preparations, labeled heads were fixed in 4% PFA in 0.1 m phosphate buffer (PB) at 4°C overnight and rinsed in PBS. Retinas were then dissected and flat-mounted on coverslipped slides with Fluoro-Gel (Electron Microscopy Sciences, Hatfield, PA).

### Fluorescence-activated cell sorting

Dissected ipsilateral or contralateral retinas were digested in papain solution (20 U/mL in Earle’s balanced salt solution, Worthington, Freehold, NJ) followed by repeated trituration in DMEM/F12 + 10% fetal bovine serum + DNaseI. Dissociated cells were washed with PBS, resuspended in PBS + 2% fetal bovine serum, passed through a 0.45-µm cell strainer, and kept on ice before and throughout flow cytometry. Rhodamine-positive neurons, with exclusion of DAPI-stained dead cells, were collected using a BD FACSAria cell sorter in the Columbia University Cancer Research Center core facility.

### RNA extraction

RNA purification was performed immediately after FACS using the Absolutely RNA Nanoprep kit (Stratagene, La Jolla, CA). RNA concentration was determined using the RNA 6000 Pico kit (Agilent Technologies, Santa Clara, CA) with the Agilent 2100 Bioanalyzer and stored at –80°C.

### Microarray preparation and analysis

Amplified cDNA was generated from purified RNA using Ovation Pico WTA System (Nugen, San Carlos, CA) and labeled and fragmented using the Encore Biotin Module (Nugen). For each round of FACS isolation, the same amount of starting RNA extracted from the ipsilateral or contralateral RGC populations was used for cDNA amplification. Labeled cDNA (5 μg) was hybridized on Mouse Genome 430 2.0 Array chips (Affymetrix, Santa Clara, CA), and analyzed using GeneSpring GX11 (Agilent Technologies). Differentially expressed genes were identified from three biological replicates (three independent rounds of retrograde labeling and FACS) by greater than two-fold change and corrected *p* < 0.05, Benjamini–Hochberg. Microarray data was deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE83461 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83461).

### Quantitative RT-PCR

cDNA from E14–E16 retina was retrotranscribed from purified RNA using Superscript III Reverse Transcriptase (Invitrogen). Quantitative PCR (qPCR) was performed using a Stratagene MX3000 with the SYBR Green PCR Kit (Applied Biosystems, Foster City, CA). Transcript levels were normalized to that of HPRT. qPCR-specific primers (Table 1) were designed using the Primer3 program.

**Table 1.** Primers used in qRT-PCR and for generating *in situ* hybridization probes.

Gene	Forward Primer	Reverse Primer	Amplicon Size (bp)
Used in RT-PCR			
*Zic2*	GCATGTCCACACCTCAGATAAG	ATGGACCTTCATGTGCTTCC	324
*Slc6a4 (SERT)*	GCTGAGATGAGGAACGAAGAC	GAGGAAGAAGATGATGGCAAAG	1240
*Gja1*	TACCCAACAGCAGCAGACTTT	AAATGAAGAGCACCGACAGC	240
*Klf4*	CCCAACTACCCTCCTTTCCT	AGGTTTCTCGCCTGTGTGAGT	2175
*Lhx2*	GCGAATACCCAGCACACTTT	TGTTCAGCATCGTTCTCGTT	235
*Otx2*	GTTCCGTCACTCCAAATCTACC	GTCCTCTCCCTTCGCTGTTT	248
*Sox2*	GTTACCTCTTCCTCCCACTCCA	CTTCTCCAGTTCGCAGTCCA	216
*Sparc*	GACTCTTCCTGCCACTTCTTTG	AGGTTGTTGCCCTCATCTCTCT	1454
*Zfp36*	CCCATCTTCAATCGTATCTCTG	CTGTCAACTGTCTCCCTCAAAC	1765
*Zic1*	GCAAGATGTGCGATAAGTCC	GTGGTCGGGTTGTCTGTTGT	744
*Sema3e*	CCAACTCCTCCTTTGTGTCC	TCATCTCGGTCTTCGTTATCAG	2570
*Tbx20*	ATTGAGAGGGAGAGTGTGGAGA	ACGATACCCAGGAACTGAGAGA	1338
*Hprt*	AGCAGGTGTTCTAGTCCTGTGG	ACGCAGCAACTGACATTTCTAA	101
Used for generating ISH probes			
*Ccnd2*	TCCTGTTTGCCTTCCTTGGAGCCT	ATATGACGGGCTCTGCTTTCCCGT	566
*Fgf12*	GGAGACTTAGGGAACTCGCTGGCA	CACGACCCAAACCCACCCACAAAA	500
*Igf1*	AGCAGATAGAGCCTGCGCAATGGA	CGGGGACTTCTGAGTCTTGGGCAT	551
*Igfbp5*	CTCCAACCCGGAACATGGAGCAAC	GCCCACATAAGGGACAGAGGCTCA	508
*Sox2*	ACAAGGGAATTGGGAGGGGTGCAA	AACCCAGCAAGAACCCTTTCCTCG	504
*Tbx20*	TGGGTGAGCTGACGAGTCTGGATG	TATGATGTGCACCCGTGGCTGGTA	536
*Zic2*	AACCCATCGAGGGCACCTTAGGAT	AGGGAGACTTTGGCACGGCTCATA	600

### Generation of *in situ* hybridization probes

Plasmids for making *in situ* hybridization (ISH) probes were generated for select microarray candidates. cDNA sequences were obtained from NCBI, and PCR primers for generating ∼500-bp riboprobe sequences were selected using Primer-BLAST. 3′ sequences of the gene were targeted if possible (Table 5). Template cDNA was synthesized from RNA purified from E14–E16 retina using Superscript III Reverse Transcriptase (Invitrogen), and gene product was generated with targeted oligos and Platinum Pfx polymerase (Invitrogen). PCR product was purified using QIAquick PCR Purification kit (Qiagen, Hilden, Germany), inserted into pCR-Blunt II-TOPO vector using Zero Blunt Cloning kit (Invitrogen), and transformed into TOP10 or DH5α cells. Purified plasmids were linearized using restriction enzyme with overnight incubation at 37°C. Riboprobes were synthesized using the Digoxigenin RNA labeling mix (Roche, Basel, Switzerland). The following probe plasmids were obtained from other laboratories: Math5 (L. Gan, University of Rochester), Sema3e (A. Kolodkin, Johns Hopkins University), and Tbx20 (G. Papaioannou, Columbia University).

### *In situ* hybridization of retinal sections

Embryos were collected at E13.5, E15.5, or E16.5 in PBS on ice. Heads were decapitated in PBS over ice, fixed in 4% paraformaldehyde (PFA) in 0.1 m PB at 4°C overnight, rinsed in PBS at least three times for a minimum of 1 h total at 4°C, and cryoprotected in 30% sucrose in 0.1 m PBS for 1–2 nights at 4°C. Coronal sections (14-µm) were collected through the retina and immediately processed for ISH (or stored at –80°C) using a protocol adapted from Schaeren-Wiemers and Gerfin-Moser (1993). After ISH, tissues were fixed for 30 min in 4% PFA, washed with PBS, and processed for immunostaining with Zic2 and Islet1/2 antibodies.

### Antibodies

The following primary antibodies were used: rabbit anti-Zic2 (RRID:AB_2315623, gift of Stephen Brown, 1:10,000), mouse anti-Islet1/2 (cat. # 39.4D5, RRID:AB_528173, gift of Thomas Jessell, 1:50; this antibody was raised against Islet1 but also reacts with Islet2), rabbit anti-cyclin D2 (Santa Cruz Biotechnology, Santa Cruz, CA, cat. # sc-452, RRID:AB_627350, 1:1000), rat anti-cyclin D2 (Santa Cruz Biotechnology, cat. # sc-593 RRID:AB_2070794, 1:50), goat anti-Brn3 (Santa Cruz Biotechnology, cat. # sc-6026 RRID:AB_673441, 1:200), and mouse anti-Brn3a (EMD Millipore, Billerica, MA, cat. # MAB1585 RRID:AB_94166, 1:200).

The following secondary antibodies were used: donkey anti-rabbit Alexa Fluor488 (Invitrogen, 1:400), donkey anti-mouse Alexa Fluor 488 (Invitrogen, 1:400), donkey anti-goat Alexa Fluor 488 (Invitrogen, 1:400), donkey anti-mouse Cy3 (Jackson Immunoresearch, West Grove, PA, 1:500), donkey anti-rabbit Cy3 (Jackson Immunoresearch, 1:500), donkey anti-goat Cy5 (Jackson Immunoresearch, 1:200), and donkey anti-rat Cy3 (Jackson Immunoresearch, 1:500).

### Immunostaining of retinal sections

Embryos were collected at the age of interest in PBS on ice. Heads were decapitated in PBS over ice, fixed in 4% PFA in 0.1 m PB for 1 h at 4°C, rinsed in PBS at least three times, washed in PBS for a minimum of 1 h at 4°C, and cryoprotected in 10% sucrose in 0.1 m PBS for 1–2 nights at 4°C. Heads were embedded in optimal cutting temperature compound over crushed dry ice and stored at –80°C. 12 μm coronal sections were collected for cyclin D2 immunostaining; 16- to 20-µm coronal sections were collected for all other stainings. For immunohistochemistry (IHC), slides were blocked in 10% normal goat serum (NGS) and 0.2% Triton X-100 in PBS for 1 h, incubated with primary antibody in 1% NGS and 0.2% Triton X-100 in PBS overnight at 4°C, washed three times for 20 min in PBS at room temperature, incubated in secondary antibody in 1% NGS and 0.2% Triton X-100 in PBS overnight at 4°C, and washed in PBS three times for 20 min each. Coverslips were mounted on slides with Fluoro-Gel.

### Imaging

ISH and whole-mount preparations (anterograde and retrograde labeling) were taken by Axiovision software with an Axiophot camera connected to a Zeiss Axioplan2 microscope. IHC preparations were imaged using a Zeiss AxioImager M2 microscope equipped with Apotome, AxioCam MRm camera, and Neurolucida software (V10.40, MBF Bioscience, Williston, VT).

## Results

### Purification of ipsilaterally and contralaterally projecting RGCs

To identify genes that distinguish ipsilateral and contralateral RGCs during early development through gene expression profiling, pure populations of these two RGC subpopulations from mouse embryonic eyes are needed. To accomplish this, we devised a method of combining retrograde axonal tracing from the optic tract with FACS. In this procedure, the optic tracts are accessed by removal of the palate and exposure of the ventral brain in an isolated head preparation. We then cut the optic tract unilaterally and applied to the cut site a fluorophore-conjugated dextran, which is subsequently transported retrogradely to RGC somas within the ipsilateral or contralateral retina (Fig. 1*A*). Traditional retrograde labeling approaches for the visual system require long overnight incubations for dye transport. We surveyed a number of commonly used retrograde tracers (including cholera toxin B and dextrans of various molecular weights) and devised a protocol for retrogradely labeling RGCs using rhodamine-dextran 3000 within 2 hours of dye application. These conditions are optimal for preserving tissue health for subsequent cell sorting experiments. As expected, the RGCs labeled within the ipsilateral retina were located in the ventrotemporal (VT) peripheral crescent, whereas extra-VT RGCs were labeled in the contralateral retina as seen in whole mounts (Fig. 1*B*) and cross-sections (Fig. 1*C*). The fluorescence signal within labeled retinas from two E16.5 litters (12–15 embryos total) was examined, and only retinal pairs with specific and sufficient RGC labeling were used for cell sorting (Fig. 1*D*).

**Figure 1.**
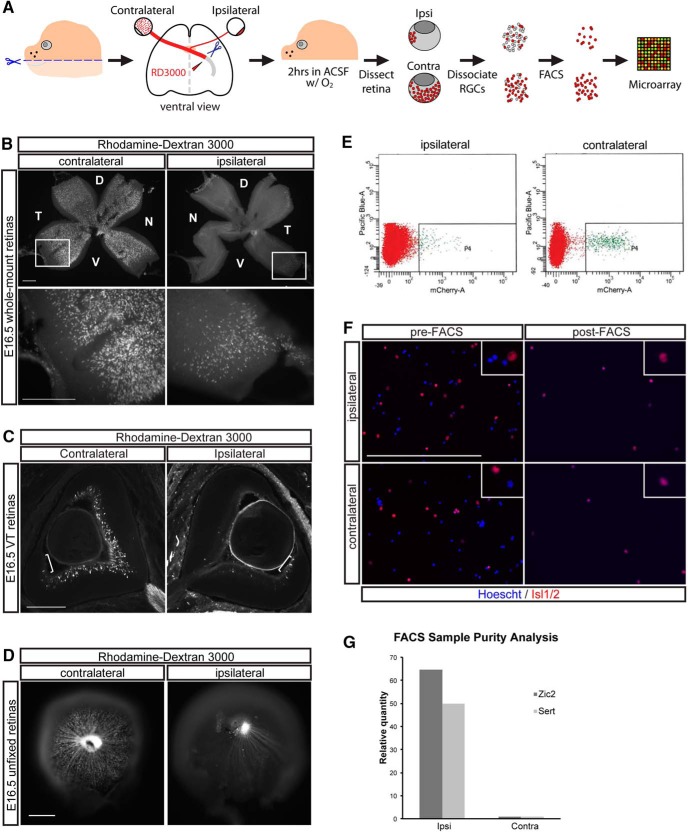
FACS purification of retrogradely labeled mouse retinal ganglion cells at E16.5. ***A***, Schematic of retrograde labeling and cell purification methods for microarray analysis. Diagram of the ventral view of embryonic brain depicts application of rhodamine dextran 3000 MW dye (RD3000) to a unilateral transected optic tract. ***B***, Whole-mount preparations of E16.5 retina. RD3000 fully labels axons and cell bodies of E16.5 RGCs within 2 hours of incubation after dye application to the optic tract. Extra-VT RGCs are labeled in retina contralateral to labeled optic tract and VT RGCs are labeled in the ipsilateral retina. ***C***, Coronal vibratome sections of E16.5 retina retrogradely labeled with RD3000 show specific labeling of contralateral and ipsilateral RGCs in their respective retinal domains (VT domain marked with white bracket). ***D***, Fresh E16.5 retinas are screened for appropriate RD3000 labeling of ipsilateral and contralateral RGCs before FACS. ***E***, FACS purification of ipsilateral and contralateral RGC populations retrogradely labeled with RD3000 with DAPI exclusion of nonviable cells. ∼3000 ipsilateral and ∼20,000 contralateral RGCs (P4 gate) are purified from two litters of E16.5 embryos. ***F***, Cells purified by FACS are enriched in RGC marker Islet1/2 compared with presorting. ***G***, Zic2 and SERT are enriched in the ipsilateral RGC cell population isolated by FACS compared with the contralateral RGCs. D, dorsal, V, ventral, N, nasal, T, temporal. Scale bars, 250 μm.

Pooled ipsilateral and contralateral retinas (8–10 each) were dissociated to obtain a single-cell suspension, and rhodamine-dextran–positive cells were then isolated by FACS. Two litters of retrogradely labeled embryos yielded approximately 3000 FACS events for the ipsilateral population and 20,000 for the contralateral (Fig. 1*E*). Plating of cells before and after FACS shows enrichment in cells that stain positively for Islet1/2, a marker of differentiated RGCs (Fig. 1*F*). RGCs were immediately lysed for RNA isolation after FACS, with total time from removal of embryo for retrograde labeling to post-FACS RNA isolation being 8–9 hours. Subsequent qPCR analysis showed that rhodamine-labeled RGCs from ipsilateral retinas express high levels of Zic2 and SERT compared with those from contralateral retinas (Fig. 1*G*). Thus, rapid retrograde labeling from the optic tract *ex vivo* followed by FACS is a clean and effective way for purifying ipsilateral and contralateral RGCs during development.

### Expression profiling of ipsilateral and contralateral RGCs confirms differential expression of known ipsilateral and contralateral markers and reveals novel differences

We next conducted expression profiling of ipsilateral and contralateral RGC populations purified using the above methods. 

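Transcript levels were measured on 6 Affymetrix mouse genome arrays, 3 with cDNA from ipsilateral and 3 with cDNA from contralateral RGCs, the retinal neurons whose axons stay on the same side of the brain or cross at the optic chiasm. In each of 3 rounds at E16.5 (the sample records give day 16), a rhodamine dextran dye placed on the cut optic tract was carried back to the cell bodies over 2 h. The retinas of 2 litters were then pooled by side, and the dye-filled cells were sorted by FACS away from dead cells. A round therefore gave 1 ipsilateral and 1 contralateral sample. The authors made the deposited values with the RMA method in Affymetrix Expression Console 1.1, which corrects background, normalizes and summarizes the probes of each probe set as 1 value on the log2 scale. The methods name GeneSpring for the comparison and require a 2-fold change and a Benjamini–Hochberg adjusted p under 0.05, and the text does not name the test. Here, the log2 values of ipsilateral and contralateral RGCs were compared with limma at the same thresholds over 36029 probe sets, those with a mean log2 value of at least 4.74, called the filter level. Every difference is given as ipsilateral minus contralateral on the log2 scale, so that a negative difference stands for a higher level in contralateral RGCs. Counts over a gene list take the brightest probe set of each gene, also for genes of the paper's tables. The number of arrays and the spread between rounds limit the precision. The median standard error (SE) of a difference was 0.44 without pairing the samples of a round. With pairing, called the replicate block, it was 0.17.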

Because of the small number of ipsilateral RGCs isolated with this method, cDNA prepared from FACS-isolated ipsilateral and contralateral RGCs was amplified before gene chip hybridization. The three biological replicates from independent rounds of retrograde labeling and FACS that showed the most robust enrichment in Zic2 expression in ipsilateral RGCs by qPCR were selected for microarray analysis. 

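Zic2, the zinc finger transcription factor that directs RGC axons to the ipsilateral side, was higher in the ipsilateral than in the contralateral sample of all 3 rounds on the arrays. Its log2 difference was 1.59 in round 1, 2.94 in round 2 and 2.98 in round 3. The mean log2 level of Zic2 was 8.93 ± 0.37 (SD, n = 3) in ipsilateral and 6.43 ± 0.47 (SD, n = 3) in contralateral RGCs. Because these rounds were selected for high Zic2 in ipsilateral RGCs, its difference on the arrays is not independent evidence. Slc6a4, the serotonin transporter gene of ipsilateral RGCs, differed by 2.76, 2.16 and 1.07 in the same rounds.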

For each round of FACS, paired ipsilateral and contralateral RGCs underwent the same treatment conditions and sample preparation methods.

Gene ontology analysis of microarray results (GEO series accession number GSE83461) revealed that many differentially expressed genes are involved in developmental processes, including regulation of gene expression, cell proliferation, cell cycle progression, and cell differentiation (Table 4). 

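Genes that act in G2 and M phase, when chromosomes are segregated, were higher in ipsilateral RGCs as a group, and genes of S phase and DNA replication were higher by a smaller amount. Of 58 measured G2 and M phase genes, 4 rose in ipsilateral RGCs at their brightest probe set (34 when adjusted over the list alone), Ncapg rose at another probe set (limma adjusted p = 0.0487, or 0.0935 with the replicate block), and 52 were higher in all 3 rounds, as were 17.6% of all genes. Spc25, a kinetochore component, rose by 3.12 on the log2 scale (SE 0.47, limma adjusted p = 0.0124). With the replicate block the adjusted p was 0.0741, and without ipsilateral replicate 3 it was 0.0565. The median log2 difference of the list was 1.29, with 0.92, 0.88 and 2.09 in rounds 1 to 3 (camera adjusted p = 8.61e-71). The same list had an adjusted p = 0.128 with an estimated correlation between genes. Of 50 measured S phase genes, 0 passed limma over all genes (9 when adjusted over the list alone), while 16 were 2-fold higher at an unadjusted p under 0.05 from limma and 10 from an unmoderated test. Mcm3, a subunit of the replicative helicase, had a log2 difference of 1.92 (SE 0.46, limma adjusted p = 0.204, or 0.0073 without ipsilateral replicate 1). The S phase list had a median log2 difference of 0.73, or 0.43 without ipsilateral replicate 3 (camera adjusted p = 6.31e-27, and adjusted p = 0.215 with an estimated correlation). Microglia and macrophage markers were higher in the same samples, with list medians of 2.02, 2.32 and 0.90 in rounds 1 to 3. Of the cell cycle genes, 23 of G2 and M phase and 14 of S phase are also in Table 5, which was chosen on these samples, so their direction is not independent evidence.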

Most genes were expressed at similar levels in ipsilateral and contralateral RGC samples, including the pan-RGC transcription factors Brn3b and Islet1 (Pan et al., 2008). However, 338 genes were differentially expressed in the two populations by two-fold or more (corrected *p*-value <0.05, Benjamini–Hochberg; Fig. 2*A*, *B*, Table 5) and included genes known to be enriched in ipsilateral RGCs such as Zic2 (5.78-fold) and SERT (4.49-fold), as well as contralateral RGC marker Brn3a (2.20-fold). 

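Isl1, a LIM homeodomain transcription factor of most RGCs, had similar levels in both populations, with log2 values of 11.28 ± 0.06 (SD, n = 3) in ipsilateral and 11.63 ± 0.16 (SD, n = 3) in contralateral RGCs. Its log2 difference was −0.35 (SE 0.38, limma adjusted p = 1.00). Tubb3, which encodes a neuronal tubulin, differed by −0.33, and Thy1, a surface glycoprotein of RGCs, by −0.83 (both adjusted p = 1.00). Of 21 measured pan-RGC genes, 0 passed limma in either direction, also when adjusted over the list alone, and 0 were 2-fold different at an unadjusted p under 0.05 from limma or from an unmoderated test. As a group they were slightly lower in ipsilateral RGCs, 15 of them in all 3 rounds, as were 20.2% of all genes, with round medians of −0.29, −0.25 and −0.49 (camera adjusted p = 0.0014). The list median of −0.35 was −0.17 without ipsilateral replicate 1 and −0.23 without contralateral replicate 2. This call was lost with an estimated correlation (adjusted p = 0.519). All 31 measured genes of neuronal maturation, such as the vesicular glutamate transporter gene Slc17a6 (−0.92) and the nicotinic receptor subunit gene Chrnb3 (−0.92), were lower in ipsilateral RGCs, 25 of them in all 3 rounds, and 0 passed limma, also when adjusted over the list alone. The maturation list had a median log2 difference of −0.44, or −0.26 without ipsilateral replicate 1 (camera adjusted p = 1.15e-10, and adjusted p = 0.292 with an estimated correlation). At an unadjusted p under 0.05, 1 of its genes was 2-fold lower by limma and by an unmoderated test. Microglia markers went the other way, and 26 of 38 rose when adjusted over the list alone. Over the whole array, 14890 of 15346 genes (97.0%) differed by less than 2-fold, 422 genes were 2-fold or more higher in ipsilateral RGCs and 34 in contralateral RGCs.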

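Zic2 was 5.66-fold higher in ipsilateral RGCs, a log2 difference of 2.50 (SE 0.42, limma adjusted p = 0.0246). Its adjusted p was 0.0739 with the replicate block, 0.112 without ipsilateral replicate 3 and 0.137 without contralateral replicate 3. Slc6a4, which encodes the serotonin transporter (SERT), was 4.00-fold higher at log2 levels of 8.79 ± 1.53 (SD, n = 3) against 6.79 ± 0.77 (SD, n = 3). It did not pass the test (SE 0.65, limma adjusted p = 0.736), but passed without ipsilateral replicate 3, where its log2 difference was 2.88 (adjusted p = 0.0474), and with adjustment over the 2-fold probe sets alone (limma adjusted p = 0.0195). Foxd1, a transcription factor of ventrotemporal retina, and Ephb1, the receptor through which ephrin-B2 repels ipsilateral axons at the midline, had log2 differences of 0.67 (SE 0.48) and 0.06 (SE 0.41), both at an adjusted p of 1.00. Of these 4 known ipsilateral markers, 1 rose (2 when adjusted over the list alone), and their median log2 difference was 1.34 (camera adjusted p = 1.74e-06, and adjusted p = 0.0711 with an estimated correlation). Pou4f1, which encodes Brn3a, had a log2 difference of −1.15 (SE 0.42, limma adjusted p = 1.00, or 0.0889 with the replicate block). It was lower in ipsilateral RGCs in all 3 rounds. A second, brighter probe set of Pou4f1 differed by −0.45, at log2 levels of 12.51 and 12.96. Of 4 known contralateral markers, each at its brightest probe set, 0 passed limma, over all genes or over the list alone, and 0 were 2-fold different at an unadjusted p under 0.05 from limma or an unmoderated test. The Table 5 probe set of Pou4f1, which the list does not use, was 2.22-fold different at an unadjusted limma p of 0.0156. The median log2 difference of the contralateral markers was −0.43, or −0.22 without contralateral replicate 2 (camera adjusted p = 0.0448, and adjusted p = 0.298 with an estimated correlation), with an adjusted p of 0.281 without contralateral replicate 1, 0.0574 without ipsilateral replicate 2, 0.106 without contralateral replicate 2 and 0.274 without ipsilateral replicate 3. It was also lost with the stricter filter (0.0892), quantile normalization (0.0767), median centring (0.0607) and array weights (0.110). Zic2, Slc6a4 and Pou4f1 are in Table 5, which was chosen on these samples.

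**Figure D1:**
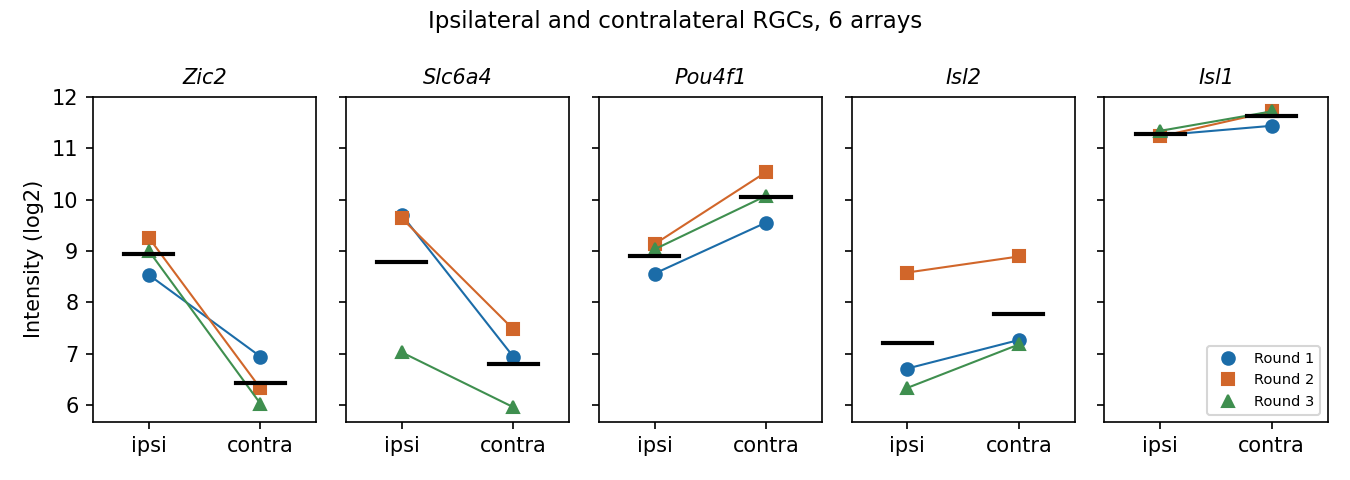
Log2 intensity (vertical axis) of 5 marker genes in ipsilateral (ipsi) and contralateral (contra) RGCs. Each symbol is 1 array, lines join the samples of a round, and black bars are means of 3 arrays. Zic2 and Slc6a4 lie higher in the ipsilateral sample of each round and Pou4f1, Isl2 and Isl1 in the contralateral sample, and the rounds lie far apart for Slc6a4 and Isl2.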

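Isl2, a LIM homeodomain transcription factor, had log2 levels of 7.21 ± 1.20 (SD, n = 3) in ipsilateral and 7.78 ± 0.97 (SD, n = 3) in contralateral RGCs. It was lower in the ipsilateral sample of all 3 rounds, by log2 differences of −0.56, −0.31 and −0.85 in rounds 1 to 3. The mean log2 difference was −0.57 (SE 0.61, limma adjusted p = 1.00). The contralateral level of Isl2 was 1.49-fold the ipsilateral level. With 1 array left out it lay between 1.01-fold, without contralateral replicate 2, and 2.39-fold, without ipsilateral replicate 2. Plxna1, a semaphorin receptor, and Nrcam, an adhesion molecule, both on axons that cross the midline, differed by −0.41 and −0.17.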

The other known contralateral RGC marker, Islet2, was elevated by only 1.5-fold and did not make the two-fold cutoff; however, this may be because Islet2 is expressed in only a subset (∼33%) of contralateral RGCs (Pak et al., 2004).

**Figure 2.**
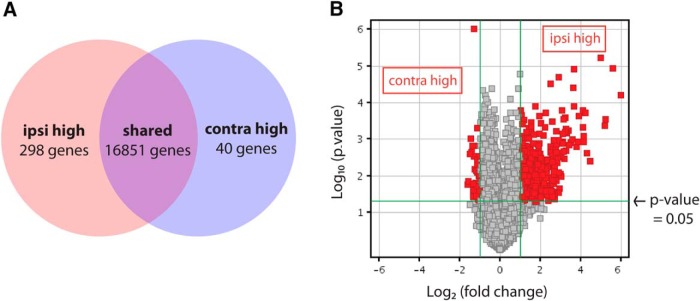
Microarray analysis of ipsilateral and contralateral RGCs purified at E16 reveals distinct expression profiles. ***A***, Microarray analysis reveals 298 and 40 unique genes at least two-fold increased in ipsilateral or contralateral RGCs, respectively (*p* ≤0.05, Benjamini–Hochberg correction). ***B***, Distribution of differentially expressed genes shows that the majority are upregulated in ipsilateral RGCs.

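By measured values, the largest increases in ipsilateral RGCs were in genes of microglia and macrophages, the immune cells of the retina. C1qb, a chain of the complement protein C1q, was at least 48.6-fold higher, with log2 levels of 10.34 ± 0.53 (SD, n = 3) in ipsilateral and 4.46 ± 0.57 (SD, n = 3) in contralateral RGCs. Its contralateral level, like those of Csf1r (4.71), Selenop (3.99) and Egr2 (4.36), lies under the filter level, so the fold is counted from that level and the log2 differences given here are inexact. The measured log2 difference of C1qb was 5.88 (SE 0.45, limma adjusted p = 1.08e-04). Csf1r, the receptor on which microglia depend for survival, rose by 5.68 (SE 0.47, limma adjusted p = 1.23e-04), and Ctss, a lysosomal protease, by 5.29 (SE 0.47, limma adjusted p = 2.12e-04). Among the 10 genes with the largest increases, 8 were on the list of microglia and macrophage genes. The others were Selenop, which encodes a selenium transport protein (5.24, SE 0.42, limma adjusted p = 1.08e-04), and Egr2, an immediate early transcription factor (4.14, SE 0.50, limma adjusted p = 0.0028). Of 38 measured microglia and macrophage genes, 15 rose at their brightest probe set, Slco2b1 and Ptprc (limma adjusted p = 0.0448, or 0.0828 with the replicate block) rose at another probe set, and 0 fell, by limma or at an unadjusted p under 0.05 with a 2-fold change by limma or an unmoderated test. The median log2 difference was 1.54, or 2.56 without contralateral replicate 3 and 2.95 with the stricter filter (camera adjusted p = 2.60e-94, and adjusted p = 0.0711 with an estimated correlation). Of 34 immediate early genes, which respond within minutes to stimulation or to dissociation of a tissue, Egr2 and Zfp36 rose at their brightest probe set (11 genes when adjusted over the list alone), and Klf4 and Socs3 rose at another probe set. The median log2 difference of the immediate early genes was 0.84 (camera adjusted p = 5.23e-24, and adjusted p = 0.215 with an estimated correlation). Fos, a member of that list, had a log2 difference of 2.19 (SE 0.45, limma adjusted p = 0.0794). Fos passed with the replicate block (adjusted p = 0.0490) and had an adjusted p of 0.0072 without ipsilateral replicate 1 and 0.0226 without contralateral replicate 2. Of these genes, 21 of the microglia list and 14 of the immediate early list are in Table 5, which was chosen on these samples, so their direction is not independent evidence.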

The microarray gene list also included genes not previously characterized with regard to their differential expression in RGC subpopulations, most of which were elevated in ipsilateral RGCs (Fig. 2*A*). In total, 298 genes (404 probe sets) were found to be enriched in ipsilateral RGCs and 40 genes (47 probe sets) in contralateral RGCs, using a two-fold cutoff (Fig. 2, Table 5), suggesting that an extensive genetic program is activated to generate ipsilateral RGCs. 

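The probe sets that rose in ipsilateral RGCs were of several classes, of which those on none of the lists were the most numerous. Of 88 such probe sets, 19 belonged to listed microglia and macrophage genes, 5 to listed immediate early genes and 18 to progenitor, neurogenic precursor and cell cycle genes, while 37 were on none of the lists, of which 33 belong to 30 named genes and 4 name no single gene. The remaining 9 were of Gja1, Ccnd2, Col2a1, Igf2, Igfbp5 and Zic2. The 88 probe sets represented 71 named genes. The class on none of the lists includes receptors of myeloid cells, so its size and rank depend on which genes were listed. In 21 of the 88 the contralateral level lies under the filter level, so the size of the difference is inexact, but the ipsilateral level of each was 2-fold or more above it. Without the members of the microglia and immediate early lists the count was 64, among them C5ar1, C3ar1 and Lair1, receptors of myeloid cells, and without the progenitor, precursor and cell cycle genes as well, a count chosen after the values were seen, it was 46. No probe set was higher in contralateral RGCs at these thresholds, where limma gave 0 and the lowest adjusted p was 0.246. With the replicate block limma also gave 0, but the lowest adjusted p among probe sets 2-fold or more higher in contralateral RGCs was 0.0559. That fit called 75 ipsilateral probe sets, of which 43 were among the 88. At an unadjusted p under 0.05 and a 2-fold change, limma gave 86 contralateral probe sets and an unmoderated test gave 31. With adjusted p the unmoderated test gave 0 in both directions. By fold change alone, 835 probe sets were 2-fold or more higher in ipsilateral and 119 in contralateral RGCs. The count of 88 became 220 without ipsilateral replicate 1, 53 without ipsilateral replicate 3 and 56 without contralateral replicate 3. From the larger number of genes on the ipsilateral side, the paper proposes that a broad genetic program is switched on as ipsilateral RGCs are generated.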

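Genes that mark regions of the retina were compared between ipsilateral RGCs, which lie in ventrotemporal retina, and contralateral RGCs. Aldh1a1, a retinoic acid-making enzyme of dorsal retina, had a log2 difference of 2.24 (SE 0.49, limma adjusted p = 0.117, or 0.0060 without ipsilateral replicate 2). Of the ventral genes 6 were higher and 1 lower, among them Vax1 (1.18), Cyp1b1 (0.85), Aldh1a3 (0.51) and Vax2 (−0.18), and of the temporal genes 3 were higher, Foxd1, Epha4 (0.20) and Crabp1 (0.19), and 3 lower, among them Epha6 (−0.50), each with a limma adjusted p of 1.00. Among 7 ventral, 7 dorsal, 6 temporal and 5 nasal retina genes, each at its brightest probe set, 0 passed limma, and adjusted over the list alone only Aldh1a1 of the dorsal list rose. Aldh1a1 was also the single gene among them with a 2-fold change at an unadjusted p under 0.05, by limma and by an unmoderated test. The median log2 differences were 0.16 for ventral (camera adjusted p = 0.0662), 0.09 for temporal (adjusted p = 0.784) and −0.03 for nasal genes (adjusted p = 0.391). With 1 array left out the temporal median lay between −0.14, without contralateral replicate 1, and 0.23, without contralateral replicate 2, and the nasal one between −0.34, without contralateral replicate 1, and 0.16, without contralateral replicate 3. The ventral list had an adjusted p of 0.0318 without ipsilateral replicate 1, 0.0073 without contralateral replicate 1, 0.0323 without ipsilateral replicate 2, 0.0327 without contralateral replicate 2 and 0.0172 without contralateral replicate 3, but 0.194 without ipsilateral replicate 3, with medians from −0.07, without ipsilateral replicate 3, to 0.56. It had an adjusted p of 0.590 with an estimated correlation and 0.245 with the stricter filter, and passed with quantile normalization (0.0463), array weights (0.0161), no filter (0.0461) and the mean of all probe sets of a gene (0.0388). The dorsal list had a median of 0.28 (camera adjusted p = 0.0344), or 0.53 without ipsilateral replicate 1 and 0.55 without contralateral replicate 3. It had an adjusted p = 0.292 with an estimated correlation, 0.157 with the replicate block, 0.141 with quantile normalization, 0.135 with median centring, 0.110 with array weights and 0.0855 with the mean of all probe sets of a gene. Its adjusted p was 0.0993 without ipsilateral replicate 1, 0.203 without contralateral replicate 2 and 0.0712 without ipsilateral replicate 3. Of the microglia genes, 26 were 2-fold or more higher in these samples.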

An alternative explanation for these findings is that because ipsilateral RGCs reside in a more spatially restricted domain within the retina, some of these genes may have region-specific expression patterns. Moreover, contralateral RGCs represent a much larger cellular population than ipsilateral RGCs in mice, and subsets of contralateral RGCs themselves may have diverse gene expression profiles. Thus, genes that are expressed exclusively in a subset of contralateral RGCs may have been thus missed by our analysis, as in the case of Islet2.

For validation of the microarray, we analyzed the expression levels of 11 new gene candidates (nine ipsilateral high and two contralateral high) in FACS-derived RGCs by quantitative RT-PCR. Of these 11 genes, 10 (all but Otx2) were enriched in the RGC subpopulation as seen by gene profiling, demonstrating interplatform reproducibility of the gene expression detection by microarray (Table 2). 

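On the arrays, 6 of the 8 genes listed as high in ipsilateral RGCs other than Slc6a4 and Zic2 rose there. Sparc, a secreted glycoprotein of the extracellular matrix, was 13.5-fold higher (log2 difference 3.75, SE 0.40, limma adjusted p = 9.20e-04). Gja1, the gap junction protein connexin 43, had a measured log2 difference of 4.12 (SE 0.54, limma adjusted p = 0.0052, or 0.0708 with the replicate block), and a second probe set one of 3.91 (limma adjusted p = 0.0073, or 0.0334 with the replicate block). The contralateral levels of both, 3.98 and 4.08, lie under the filter level, from which the rise of the first is at least 3.36, whereas the brightest Gja1 probe set, with log2 levels of 7.14 and 6.69, differed by 0.45 (limma adjusted p = 1.00). Zfp36, a zinc finger protein that promotes mRNA decay, rose by 3.16 (SE 0.46, limma adjusted p = 0.0091). Klf4, a Krüppel-like transcription factor, rose by 2.83 (SE 0.39, limma adjusted p = 0.0073), and its second probe set differed by 1.55 (limma adjusted p = 0.646). Both Zfp36 and Klf4 are also on the list of immediate early genes, of which 25 were higher in ipsilateral RGCs in all 3 rounds. Zic1, a relative of Zic2, rose by 2.57 (SE 0.43, limma adjusted p = 0.0259), with an adjusted p of 0.0875 without ipsilateral and 0.123 without contralateral replicate 3. Sox2, a transcription factor of neural progenitors, rose by 2.68 (SE 0.50, limma adjusted p = 0.0475). Its adjusted p was 0.156 with the replicate block, 0.249 without ipsilateral and 0.207 without contralateral replicate 3. The homeodomain factors Lhx2 (log2 difference 2.26, SE 0.48, limma adjusted p = 0.110) and Otx2 (2.20, SE 0.50, adjusted p = 0.141) did not pass. The adjusted p of Lhx2 was 0.0056 without ipsilateral replicate 1, 0.0415 without ipsilateral replicate 2 and 0.0335 without contralateral replicate 2, and that of Otx2 was 0.0255 without contralateral replicate 1 and 0.0224 without ipsilateral replicate 2. On the contralateral side, the guidance molecule Sema3e differed by −1.25 (SE 0.43, limma adjusted p = 0.901, or 0.111 with the replicate block). The T-box factor Tbx20 differed by −1.09 (SE 0.40, limma adjusted p = 1.00, or 0.0935 with the replicate block). Both were lower in ipsilateral RGCs in all 3 rounds. In the same samples 35 of the 38 microglia markers were higher in all 3 rounds, and a link between these changes was not tested.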

In summary, gene profiling of purified ipsilateral and contralateral RGCs at E16.5 revealed that these two RGC subsets are defined by unique molecular signatures and provided an extensive list of candidate genes that may be differentially expressed in these two cell populations.

**Table 2.** qRT-PCR validation of select microarray candidates shows interplatform reproducibility.

		Microarray		qPCR
Gene symbol	Gene name	FC	*p*-value	FC
High in ipsilateral RGCs				
Gja1	Gap junction protein, alpha 1 (connexin 43)	17.60	0.001	>500
Klf4	Kruppel–like factor 4	7.38	0.002	455
Lhx2	LIM homeobox protein 2	4.72	0.009	2.37
*Otx2*	*Orthodenticle homolog 2*	*5.02*	*0.021*	*0.651*
**Slc6a4**	**Serotonin transporter (SERT)**	**4.49**	**0.004**	**49.8**
Sox2	SRY–box containing gene 2	7.47	0.029	3.81
Sparc	Secreted acidic cysteine rich glycoprotein	12.47	0.000	6.02
Zfp36	Zinc finger protein 36	8.28	0.002	31.2
Zic1	Zinc finger protein of the cerebellum 1	5.67	0.002	6.49
**Zic2**	**Zinc finger protein of the cerebellum 2**	**5.78**	**0.016**	**64.7**
High in contralateral RGCs				
Sema3e	Semaphorin 3E	–2.20	0.003	–2.52
Tbx20	T–box 20	–2.15	0.001	–42.5

Of these 11 genes, all but Otx2 (italicized) were enriched in the RGC subpopulation as seen by gene profiling, demonstrating interplatform reproducibility of the gene expression detection by microarray. Genes previously known to be differentially expressed in ipsilateral and contralateral RGCs are bolded (Zic2, SERT).

### Selection of differentially expressed gene candidates for *in vivo* expression validation

To validate the expression of candidate genes *in vivo*, we used ISH and IHC, which provide information regarding the spatiotemporal pattern of expression as well as colocalization with known ipsilateral or contralateral RGC markers, such as Zic2, SERT, and Brn3a (Fig. 3). The primary purpose of this microarray screen was to identify additional regulators of axon guidance at the midline and target, including guidance molecules and transcription factors, other genes that functionally distinguish ipsilateral and contralateral RGCs, and finally, genes that specify ipsilateral and contralateral RGC fate. Thus, of the 339 differentially expressed genes, we focused on five groups: transcription factors involved in neuronal development (e.g. Sox2, Lhx2, Math5, Tbx20), signaling pathways prominent during development (e.g. Igf1, Igfbp5, Fgf12, Ptch1), axon guidance–related genes (e.g. Sema3e, Sema4d, Sema5b, Sema7a), cell cycle regulators (e.g., Ccnd1, Ccnd2), and other cell-surface or secreted molecules that may be related to cell differentiation (e.g., Gja1, Sparc, Zip6/Liv-1, Napb). 

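Among genes of developmental signaling, Tgfb2, a secreted ligand of the TGF-β family, rose in ipsilateral RGCs by 2.69 (SE 0.48, limma adjusted p = 0.0328). The adjusted p of Tgfb2 was 0.0715 with the replicate block, 0.0909 without contralateral replicate 1, 0.0854 without ipsilateral replicate 3 and 0.0694 without contralateral replicate 3. Its other probe sets differed by 1.54, 1.90 and 2.595 and did not pass, but that with 1.90 passed with the replicate block (limma adjusted p = 0.0473). Of 13 measured Hedgehog pathway genes, 1 rose, also when adjusted over the list alone. It was Gas1, a membrane-anchored coreceptor of Sonic hedgehog (log2 difference 2.74, SE 0.50, limma adjusted p = 0.0394). The adjusted p of Gas1 was 0.147 with the replicate block, 0.209 without ipsilateral and 0.143 without contralateral replicate 3. Ptch1, the Hedgehog receptor, had a log2 difference of 0.98 (SE 0.40, limma adjusted p = 1.00). The Hedgehog list had a median of 0.80 (camera adjusted p = 6.07e-07, with a second adjusted p = 0.298 for an estimated correlation). Of 21 Notch pathway genes, 0 passed limma (1 when adjusted over the list alone), and 6 were 2-fold higher at an unadjusted p under 0.05 from limma and 4 from an unmoderated test. The gene that passed over the list alone was the receptor Notch2, whose log2 difference was 2.77 (SE 0.58, limma adjusted p = 0.102, or 7.69e-04 without ipsilateral replicate 1 and 0.0056 without contralateral replicate 2), while its second probe set differed by 0.20. The Notch list had a median of 0.24, with 0.14 without ipsilateral replicate 2, 0.15 without ipsilateral replicate 3, 0.60 without ipsilateral replicate 1, 0.50 without contralateral replicate 2 and 0.38 without contralateral replicate 3 (camera adjusted p = 2.37e-06, and adjusted p = 0.230 with an estimated correlation). Among membrane transporters, the glial glutamate transporter gene Slc1a3 rose by 3.16 (SE 0.46, limma adjusted p = 0.0091, or 0.0706 with the replicate block) and at a second probe set by 2.65 (limma adjusted p = 0.0124, or 0.0316 with the replicate block). The brightest Slc1a3 probe set differed by 1.59 (limma adjusted p = 0.429) and the others by 0.09 to 2.34. The glucose transporter gene Slc2a1 differed by 1.66 (limma adjusted p = 0.268) and the zinc transporter gene Slc39a6 by −0.97 (adjusted p = 1.00). Microglia markers rose in the same samples, and the upper quartile of their log2 differences was 3.84.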

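Of 29 semaphorins and plexins, the ligands and receptors that steer growing axons, 0 passed limma over all genes (1 when adjusted over the list alone). At an unadjusted p under 0.05, 2 of them were 2-fold higher and 1 was 2-fold lower in ipsilateral RGCs, by limma and by an unmoderated test. The gene that passed over the list alone was Sema5b, with a log2 difference of 1.86 (SE 0.44, limma adjusted p = 0.189, or 0.0382 without ipsilateral replicate 1). Sema4d differed by 1.46 (SE 0.44, limma adjusted p = 0.544), with −0.13 and 0.25 at its other probe sets, and Sema7a by −0.97 (SE 0.45, limma adjusted p = 1.00). The median of the semaphorin and plexin list was −0.08, and leaving out each array in turn moved it to between −0.31, without contralateral replicate 1, and −0.01, without ipsilateral replicate 1 (camera adjusted p = 0.0392, and adjusted p = 0.744 with an estimated correlation). Its adjusted p was 0.186 without contralateral replicate 1, 0.101 without ipsilateral replicate 2, 0.130 without contralateral replicate 2, 0.234 without ipsilateral replicate 3, 0.0629 with the unmoderated test and 0.176 with the unmoderated test and the replicate block. Among 21 Eph receptors and ephrins, 0 passed limma, over all genes or over the list alone, and 0 were 2-fold different at an unadjusted p under 0.05 from limma or an unmoderated test. Efna3, an ephrin of nasal retina, had the largest difference of these (−0.89, SE 0.48), and the list median was 0.04 (camera adjusted p = 0.974), or 0.36 without ipsilateral and −0.30 without contralateral replicate 1. Among 27 other guidance and adhesion genes, Gas1 alone rose, also over the list alone, and the list median was −0.02 (camera adjusted p = 0.817), with a range when 1 array was left out from −0.21, without ipsilateral replicate 2, to 0.16, without contralateral replicate 2.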

Representative genes of these groups are shown in Table 3.

**Table 3.** Representative genes that are differentially expressed in ipsi- and contralateral RGCs.

Function	Gene symbol	Gene name	Fold change	*p*-value
High in ipsilateral RGCs				
Regulation of transcription	Atoh7	Atonal homolog 7 (Math5)	3.87	0.010
	Gli3	GLI-Kruppel family member GLI3	3.19	0.015
	Klf4	Kruppel-like factor 4	7.38	0.002
	Lhx2	LIM homeobox protein 2	4.72	0.009
	Neurod4	Neurogenic differentiation 4	6.00	0.013
	Otx2	Orthodenticle homolog 2	5.02	0.021
	Sox2	SRY-box containing gene 2	7.47	0.029
	Sox9	SRY-box containing gene 9	5.69	0.003
	Zic1	Zinc finger protein of the cerebellum 1	5.67	0.002
	**Zic2**	**Zinc finger protein of the cerebellum 2**	**5.78**	**0.016**
Developmental signaling	Fzd5	Frizzled homolog 5	5.04	0.024
	Notch2	Notch gene homolog 2	6.02	0.031
	Tgfb2	Transforming growth factor, beta 2	6.36	0.005
Axon guidance	Sema5b	Semaphorin 5B	4.11	0.007
Cell cycle control	Ccnd2	Cyclin D2	8.17	0.002
Other cellular functions	Gja1	Gap junction protein, alpha 1 (connexin 43)	17.60	0.001
	Slc1a3	Glial high affinity glutamate transporter	9.47	0.002
	Slc2a1	Facilitated glucose transporter	3.19	0.016
	**Slc6a4**	**Serotonin transporter (Sert)**	**4.49**	**0.004**
	Sparc	Secreted acidic cysteine rich glycoprotein	12.47	0.000
High in contralateral RGCs				
Regulation of transcription	**Pou4f1**	**POU domain, class 4, transcription factor 1 (Brn3a)**	**2.20**	**0.001**
	Tbx20	T-box 20	2.15	0.001
Signaling	Bmper	BMP-binding endothelial regulator	2.83	0.002
Axon guidance	Sema3e	Semaphorin 3E	2.20	0.003
	Sema7a	Semaphorin 7A	2.03	0.022

Genes previously known to be differentially expressed in ipsilateral and contralateral RGCs are bolded (Zic2, SERT, Brn3a).

**Table 4.** Gene ontology analysis of differentially expressed genes.

Gene ontology term	Corrected *p*-value	Count in selection	% Count in selection
Cell cycle process	6.91E–16	26	9.737827
Cell cycle	1.56E–15	46	17.228464
Multicellular organismal development	6.29E–14	75	28.089888
Developmental process	8.59E–14	81	30.337078
Anatomical structure development	1.57E–13	55	20.59925
System development	1.57E–13	51	19.101124
Cellular component organization	3.05E–13	48	17.977528
Cellular component organization at cellular level	4.22E–13	48	17.977528
Cellular component organization or biogenesis	8.20E–12	48	17.977528
Cell cycle phase	9.66E–12	22	8.2397
Cellular component organization or biogenesis at cellular level	1.33E–11	48	17.977528
Multicellular organismal process	4.19E–11	75	28.089888
Cell division	1.10E–10	28	10.486892
Nervous system development	3.68E–10	33	12.35955
M phase	3.74E–10	22	8.2397
Organelle organization	1.32E–08	39	14.606742
Cellular developmental process	1.33E–08	41	15.355805
Cell differentiation	1.33E–08	41	15.355805
Organ development	1.77E–08	29	10.8614235
Mitotic cell cycle	2.37E–08	22	8.2397
Cellular component assembly at cellular level	6.85E–08	20	7.490637
Positive regulation of cellular process	4.30E–07	40	14.981274
Positive regulation of biological process	5.22E–07	40	14.981274
M phase of mitotic cell cycle	6.40E–07	22	8.2397
DNA binding	9.46E–07	73	27.340824
Cellular component assembly	9.46E–07	20	7.490637
Mitosis	2.06E–06	21	7.8651686
Nuclear division	2.06E–06	21	7.8651686
Organelle fission	3.32E–06	21	7.8651686
Anatomical structure morphogenesis	5.73E–06	16	5.9925094
Embryo development	5.94E–06	10	3.7453184
Negative regulation of biological process	8.17E–06	19	7.116105
Neurogenesis	1.17E–05	15	5.6179776
Organ morphogenesis	2.01E–05	11	4.11985
Regulation of cell proliferation	2.10E–05	27	10.11236
Cellular macromolecular complex assembly	2.11E–05	20	7.490637
Central nervous system development	2.34E–05	10	3.7453184
Negative regulation of cellular process	2.34E–05	19	7.116105
Cellular macromolecular complex subunit organization	2.52E–05	20	7.490637
Regulation of developmental process	4.17E–05	5	1.8726592
Protein polymerization	5.46E–05	9	3.3707864
Cytoplasmic microtubule	5.50E–05	7	2.621723
DNA-dependent DNA replication initiation	6.27E–05	6	2.247191
Cell fate commitment	6.27E–05	9	3.3707864
Pattern specification process	6.27E–05	14	5.243446
Response to external stimulus	6.69E–05	1	0.37453184
Cellular component biogenesis	6.70E–05	20	7.490637
Tube morphogenesis	1.01E–04	1	0.37453184
DNA replication	1.01E–04	15	5.6179776
Regulation of cell cycle	1.19E–04	11	4.11985
Neural tube development	1.19E–04	6	2.247191
Chromosome	1.28E–04	14	5.243446
Chordate embryonic development	1.37E–04	7	2.621723
Embryo development ending in birth or egg hatching	1.55E–04	7	2.621723
Negative regulation of cell proliferation	1.58E–04	12	4.494382
Generation of neurons	1.64E–04	6	2.247191
Regulation of cell differentiation	1.64E–04	3	1.1235955
Tube development	1.90E–04	2	0.7490637
Tissue morphogenesis	2.50E–04	3	1.1235955
Microtubule-based process	2.63E–04	12	4.494382
Regulation of macromolecule metabolic process	2.64E–04	75	28.089888
Biological regulation	3.12E–04	100	37.453182
Macromolecular complex assembly	3.32E–04	20	7.490637
Macromolecular complex subunit organization	3.32E–04	20	7.490637
Brain development	4.09E–04	6	2.247191
Nucleus	4.09E–04	137	51.31086
Gliogenesis	4.52E–04	4	1.4981273
Regulation of biological process	4.68E–04	100	37.453182
Microtubule cytoskeleton	4.97E–04	16	5.9925094
Regulation of metabolic process	6.17E–04	76	28.46442
Sensory organ development	7.76E–04	4	1.4981273
Negative regulation of cell differentiation	8.23E–04	3	1.1235955
Response to stimulus	8.78E–04	9	3.3707864
Cell proliferation	9.19E–04	13	4.8689137
DNA conformation change	9.32E–04	11	4.11985
Embryonic morphogenesis	0.001010836	3	1.1235955
DNA packaging	0.001010836	11	4.11985
Protein binding	0.001034775	156	58.426968
Microtubule-based movement	0.00124575	12	4.494382
Biological process	0.001371541	203	76.02996
Actin filament organization	0.001405562	5	1.8726592
Regulation of cellular metabolic process	0.001470854	68	25.468164
Camera-type eye development	0.001559894	3	1.1235955
Neuron differentiation	0.001583902	6	2.247191
Nucleosome assembly	0.001716816	11	4.11985
Cell development	0.001716816	3	1.1235955
Negative regulation of developmental process	0.001716816	3	1.1235955
Regulation of epithelial cell proliferation	0.001716816	1	0.37453184
Cytoskeleton organization	0.001748142	7	2.621723
Leukocyte migration	0.001748142	2	0.7490637
Positive regulation of transcription from RNA polymerase II promoter	0.001799044	23	8.614232
Embryonic organ development	0.001913692	2	0.7490637
Chromatin assembly	0.001913692	11	4.11985
Positive regulation of macromolecule metabolic process	0.002041641	27	10.11236
Protein-DNA complex assembly	0.002041641	11	4.11985
Nucleosome organization	0.002041641	11	4.11985
Viral infectious cycle	0.00230068	4	1.4981273
Eye development	0.002356627	4	1.4981273
Protein-DNA complex subunit organization	0.002392596	11	4.11985
Cell fate specification	0.003150978	5	1.8726592
Gamma-aminobutyric acid metabolic process	0.003164838	4	1.4981273
Negative regulation of cell cycle	0.003394165	5	1.8726592
Cellular component	0.003511103	185	69.28839
Heart development	0.003523669	11	4.11985
Regulation of cellular process	0.003547314	93	34.83146
Response to stress	0.003999738	7	2.621723
Regulation of gene expression	0.004208025	75	28.089888
Cellular process	0.005303409	121	45.31835
Positive regulation of transcription, DNA-dependent	0.005370182	24	8.988764
Regionalization	0.005463669	8	2.9962547
Positive regulation of cell proliferation	0.005663401	14	5.243446
Response to wounding	0.005722695	4	1.4981273
Positive regulation of RNA metabolic process	0.005722695	24	8.988764
Positive regulation of metabolic process	0.007105737	27	10.11236
Glial cell differentiation	0.007105737	3	1.1235955
Hindbrain development	0.007105737	2	0.7490637
*O*-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase activity	0.007105737	3	1.1235955
Dorsal/ventral pattern formation	0.008772324	8	2.9962547
Embryonic organ morphogenesis	0.008772324	1	0.37453184
Epidermis morphogenesis	0.008772324	1	0.37453184
Cytoskeletal part	0.009421547	15	5.6179776
Tissue development	0.009551329	5	1.8726592
Cellular component movement	0.009551329	6	2.247191

**Table 5.** Genes differentially expressed in ipsilateral versus contralateral RGCs.

Probe set ID	Gene symbol	Fold change	*p*-value	Regulation	Entrez gene ID
1437726_x_at	C1qb	63.10	0.0001	Up	12260
1419872_at	Csf1r	47.49	0.0000	Up	12978
1448591_at	Ctss	36.91	0.0003	Up	13040
1434366_x_at	C1qb	36.62	0.0004	Up	12260
1452141_a_at	Sepp1	31.76	0.0000	Up	20363
1436905_x_at	Laptm5	21.92	0.0040	Up	16792
1448617_at	Cd53	19.88	0.0023	Up	12508
1449401_at	C1qc	18.75	0.0002	Up	12262
1437992_x_at	Gja1	17.61	0.0008	Up	14609
1450792_at	Tyrobp	17.54	0.0012	Up	22177
1427683_at	Egr2	17.35	0.0002	Up	13654
1419561_at	Ccl3	17.30	0.0005	Up	20302
1422903_at	Ly86	14.98	0.0002	Up	17084
1418204_s_at	Aif1	14.64	0.0011	Up	11629
1415800_at	Gja1	13.85	0.0015	Up	14609
1427076_at	Mpeg1	12.73	0.0001	Up	17476
1448392_at	Sparc	12.47	0.0000	Up	20692
1416589_at	Sparc	12.24	0.0000	Up	20692
1437983_at	Sall1	11.81	0.0010	Up	58198
1438945_x_at	Gja1	11.25	0.0012	Up	14609
1433933_s_at	Slco2b1	10.56	0.0014	Up	101488
1419873_s_at	Csf1r	10.41	0.0006	Up	12978
1415931_at	Igf2	9.71	0.0006	Up	16002
1427682_a_at	Egr2	9.51	0.0005	Up	13654
1426340_at	Slc1a3	9.47	0.0020	Up	20512
1431724_a_at	P2ry12	9.41	0.0003	Up	70839
1431057_a_at	Prss23	9.39	0.0006	Up	76453
1417457_at	Cks2	9.15	0.0032	Up	66197
1460180_at	Hexb	8.92	0.0003	Up	15212
1448891_at	Fcrls	8.72	0.0021	Up	80891
1438658_a_at	S1pr3	8.58	0.0013	Up	13610
1423452_at	Stk17b	8.53	0.0012	Up	98267
1456219_at	LOC100045988	8.47	0.0007	Up	100045988
1452519_a_at	Zfp36	8.28	0.0002	Up	22695
1434745_at	Ccnd2	8.17	0.0012	Up	12444
1439067_at	Lair1	8.14	0.0101	Up	52855
1417496_at	Cp	8.12	0.0030	Up	12870
1422313_a_at	Igfbp5	7.92	0.0087	Up	16011
1416124_at	Ccnd2	7.73	0.0221	Up	12444
1424118_a_at	Spc25	7.67	0.0029	Up	66442
1456140_at	LOC100045988	7.47	0.0011	Up	100045988
1416967_at	Sox2	7.46	0.0287	Up	20674
1417394_at	Klf4	7.38	0.0000	Up	16600
1439902_at	C5ar1	7.38	0.0078	Up	12273
1451318_a_at	LOC676654///Lyn	7.24	0.0024	Up	17096///676654
1426454_at	Arhgdib	7.17	0.0030	Up	11857
1437874_s_at	Hexb	7.14	0.0012	Up	15212
1450644_at	Zfp36l1	7.01	0.0043	Up	12192
1452031_at	Slc1a3	6.91	0.0006	Up	20512
1448160_at	Lcp1	6.89	0.0014	Up	18826
1420029_at	Mcm3	6.89	0.0129	Up	17215
1455333_at	Tns3	6.83	0.0022	Up	319939
1429428_at	Tcf7l2	6.76	0.0019	Up	21416
1439040_at	Cenpe	6.53	0.0288	Up	229841
1436174_at	Atad2	6.50	0.0052	Up	70472
1450923_at	Tgfb2	6.36	0.0055	Up	21808
1416855_at	Gas1	6.34	0.0081	Up	14451
1422134_at	Fosb	6.32	0.0163	Up	14282
1450779_at	Fabp7	6.32	0.0088	Up	12140
1446742_at	Nfia	6.31	0.0075	Up	18027
1435436_at	Epas1	6.31	0.0010	Up	13819
1419309_at	Pdpn	6.23	0.0019	Up	14726
1436756_x_at	Hadh	6.21	0.0276	Up	15107
1426910_at	Pawr	6.12	0.0328	Up	114774
1453748_a_at	Kif23	6.06	0.0268	Up	71819
1455556_at	Notch2	6.02	0.0307	Up	18129
1421492_at	Ptgds2	6.02	0.0003	Up	54486
1450567_a_at	Col2a1	6.00	0.0027	Up	12824
1436694_s_at	Neurod4	6.00	0.0133	Up	11923
1456060_at	Maf	5.95	0.0041	Up	17132
1450922_a_at	Tgfb2	5.93	0.0326	Up	21808
1445740_at		5.91	0.0364	Up	
1421301_at	Zic2	5.78	0.0164	Up	22772
1458447_at	Cenpf	5.76	0.0249	Up	108000
1448475_at	Olfml3	5.71	0.0000	Up	99543
1451538_at	Sox9	5.69	0.0034	Up	20682
1441520_at	Aspm	5.68	0.0242	Up	12316
1417458_s_at	Cks2	5.67	0.0016	Up	66197
1423477_at	Zic1	5.67	0.0022	Up	22771
1422814_at	Aspm	5.64	0.0175	Up	12316
1422694_at	Ttyh1	5.46	0.0038	Up	57776
1416816_at	Nek7	5.42	0.0113	Up	59125
1436363_a_at	Nfix	5.27	0.0036	Up	18032
1434437_x_at	Rrm2	5.15	0.0108	Up	20135
1452428_a_at	B2m	5.11	0.0036	Up	12010
1448152_at	Igf2	5.10	0.0050	Up	16002
1425598_a_at	LOC676654///Lyn	5.07	0.0206	Up	17096///676654
1448201_at	Sfrp2	5.06	0.0035	Up	20319
1455604_at	Fzd5	5.04	0.0236	Up	14367
1452114_s_at	Igfbp5	5.02	0.0055	Up	16011
1425926_a_at	Otx2	5.02	0.0213	Up	18424
1451047_at	Itm2a	5.00	0.0037	Up	16431
1423311_s_at	Tpbg	4.99	0.0082	Up	21983
1455899_x_at	Socs3	4.98	0.0082	Up	12702
1421836_at	Mtap7	4.96	0.0180	Up	17761
1452459_at	Aspm	4.92	0.0080	Up	12316
1450857_a_at	Col1a2	4.92	0.0288	Up	12843
1428481_s_at	Cdca8	4.91	0.0334	Up	52276
1426817_at	Mki67	4.89	0.0186	Up	17345
1458869_at	2900076A13Rik	4.78	0.0259	Up	73002
1449363_at	Atf3	4.78	0.0002	Up	11910
1436221_at	Ildr2	4.74	0.0060	Up	100039795
1437173_at	S1pr3	4.74	0.0115	Up	13610
1418317_at	Lhx2	4.72	0.0086	Up	16870
1416123_at	Ccnd2	4.71	0.0040	Up	12444
1421088_at	Gpc4	4.70	0.0005	Up	14735
1453753_at	Dtl	4.70	0.0286	Up	76843
1434767_at	C79407	4.66	0.0178	Up	217653
1455972_x_at	Hadh	4.51	0.0143	Up	15107
1459894_at	Iqgap2	4.51	0.0151	Up	544963
1452217_at	Ahnak	4.50	0.0059	Up	66395
1417150_at	Slc6a4	4.49	0.0038	Up	15567
1428105_at	Tpx2	4.43	0.0147	Up	72119
1423100_at	Fos	4.39	0.0007	Up	14281
1417073_a_at	Qk	4.39	0.0147	Up	19317
1447488_at		4.26	0.0093	Up	
1418289_at	Nes	4.26	0.0059	Up	18008
1421163_a_at	Nfia	4.23	0.0112	Up	18027
1437244_at	Gas2l3	4.21	0.0056	Up	237436
1420028_s_at	LOC100045677///Mcm3	4.18	0.0065	Up	100045677///17215
1439627_at	Zic1	4.15	0.0237	Up	22771
1437347_at	Ednrb	4.14	0.0278	Up	13618
1437626_at	Zfp36l2	4.14	0.0126	Up	12193
1438303_at	Tgfb2	4.13	0.0316	Up	21808
1440924_at	Kif20b	4.11	0.0375	Up	240641
1436293_x_at	Ildr2	4.11	0.0263	Up	100039795
1435963_at	Sema5b	4.11	0.0067	Up	20357
1436329_at	Egr3	4.11	0.0055	Up	13655
1448734_at	Cp	4.09	0.0167	Up	12870
1417534_at	Itgb5	4.07	0.0004	Up	16419
1431115_at	Tgif2	4.07	0.0031	Up	228839
1448229_s_at	Ccnd2	4.05	0.0247	Up	12444
1426639_a_at	Tcf7l2	4.01	0.0112	Up	21416
1449705_x_at	LOC100045677///Mcm3	3.99	0.0024	Up	100045677///17215
1450781_at	Hmga2	3.98	0.0068	Up	15364
1448606_at	Lpar1	3.96	0.0042	Up	14745
1449289_a_at	B2m	3.95	0.0029	Up	12010
1428142_at	Etv5	3.92	0.0093	Up	104156
1425811_a_at	Csrp1	3.92	0.0187	Up	13007
1416309_at	Nusap1	3.91	0.0222	Up	108907
1421317_x_at	Myb	3.91	0.0273	Up	17863
1423586_at	Axl	3.89	0.0002	Up	26362
1417419_at	Ccnd1	3.88	0.0228	Up	12443
1422929_s_at	Atoh7	3.87	0.0095	Up	53404
1450379_at	Msn	3.83	0.0013	Up	17698
1448363_at	Yap1	3.82	0.0007	Up	22601
1455990_at	Kif23	3.82	0.0069	Up	71819
1428786_at	Nckap1l	3.80	0.0034	Up	105855
1425457_a_at	Grb10	3.79	0.0182	Up	14783
1450843_a_at	Serpinh1	3.78	0.0023	Up	12406
1415945_at	Mcm5	3.77	0.0066	Up	17218
1417911_at	Ccna2	3.77	0.0354	Up	12428
1419943_s_at	Ccnb1	3.77	0.0110	Up	268697
1449577_x_at	Tpm2	3.76	0.0048	Up	22004
1423852_at	Shisa2	3.76	0.0050	Up	219134
1460291_at	Cdk6	3.74	0.0015	Up	12571
1424603_at	Sumf1	3.72	0.0265	Up	58911
1448519_at	Tead2	3.72	0.0072	Up	21677
1417506_at	Gmnn	3.70	0.0248	Up	57441
1416340_a_at	Man2b1	3.69	0.0020	Up	17159
1419944_at	Ccnb1	3.69	0.0190	Up	268697
1426341_at	Slc1a3	3.65	0.0013	Up	20512
1417395_at	Klf4	3.65	0.0030	Up	16600
1429189_at	Arsb	3.65	0.0062	Up	11881
1436708_x_at	Mcm4	3.64	0.0223	Up	17217
1442340_x_at	Cyr61	3.62	0.0172	Up	16007
1418912_at	Plxdc2	3.59	0.0032	Up	67448
1417494_a_at	Cp	3.59	0.0260	Up	12870
1454834_at	Nfib	3.58	0.0047	Up	18028
1452954_at	Ube2c	3.58	0.0329	Up	68612
1420904_at	Il17ra	3.56	0.0026	Up	16172
1434079_s_at	Mcm2	3.55	0.0083	Up	17216
1455287_at	Cdk6	3.54	0.0154	Up	12571
1424099_at	Gpx8	3.53	0.0044	Up	69590
1448883_at	Lgmn	3.49	0.0125	Up	19141
1424629_at	Brca1	3.46	0.0227	Up	12189
1448627_s_at	Pbk	3.44	0.0083	Up	52033
1417420_at	Ccnd1	3.43	0.0220	Up	12443
1447839_x_at	Adm	3.42	0.0179	Up	11535
1456733_x_at	Serpinh1	3.42	0.0075	Up	12406
1430164_a_at	Grb10	3.42	0.0122	Up	14783
1435176_a_at	Id2	3.40	0.0062	Up	15902
1456772_at	Ncf1	3.38	0.0025	Up	17969
1443047_at		3.38	0.0001	Up	
1436847_s_at	Cdca8	3.35	0.0299	Up	52276
1459713_s_at	Ano1	3.35	0.0188	Up	101772
1416006_at	Mdk	3.32	0.0078	Up	17242
1442280_at	D2Ertd750e	3.30	0.0093	Up	51944
1418049_at	Ltbp3	3.28	0.0175	Up	16998
1438588_at	Plagl1	3.27	0.0301	Up	22634
1427276_at	Smc4	3.24	0.0269	Up	70099
1416846_a_at	Pdzrn3	3.22	0.0341	Up	55983
1427275_at	Smc4	3.22	0.0204	Up	70099
1419647_a_at	Ier3	3.22	0.0013	Up	15937
1415810_at	Uhrf1	3.22	0.0051	Up	18140
1423250_a_at	Tgfb2	3.21	0.0232	Up	21808
1434945_at	Lpcat2	3.21	0.0223	Up	270084
1450082_s_at	Etv5	3.20	0.0007	Up	104156
1417450_a_at	Tacc3	3.20	0.0318	Up	21335
1455154_at	Gli3	3.19	0.0149	Up	14634
1437687_x_at	Fkbp9	3.19	0.0013	Up	27055
1426600_at	Slc2a1	3.19	0.0159	Up	20525
1448698_at	Ccnd1	3.13	0.0332	Up	12443
1448620_at	Fcgr3	3.13	0.0068	Up	14131
1423608_at	Itm2a	3.12	0.0292	Up	16431
1416757_at	Zwilch	3.09	0.0066	Up	68014
1417533_a_at	Itgb5	3.09	0.0087	Up	16419
1434936_at	Hirip3	3.09	0.0271	Up	233876
1452540_a_at	Hist1h2bc///Hist1h2be///Hist1h2bl///Hist1h2bm///Hist1h2bp///LOC100046213///LOC665622///RP23-38E20.1	3.08	0.0272	Up	100046213///319179///319185///319186///319188///665596///665622///68024
1417821_at	D17H6S56E-5	3.07	0.0195	Up	110956
1419700_a_at	Prom1	3.07	0.0023	Up	19126
1437418_at	100041799	3.06	0.0022	Up	100041799
1417133_at	Pmp22	3.06	0.0289	Up	18858
1422432_at	Dbi	3.06	0.0042	Up	13167
1450481_at	Mybl1	3.05	0.0335	Up	17864
1460220_a_at	Csf1	3.05	0.0013	Up	12977
1416440_at	Cd164	3.03	0.0022	Up	53599
1423593_a_at	Csf1r	3.02	0.0035	Up	12978
1450920_at	Ccnb2	3.02	0.0163	Up	12442
1417495_x_at	Cp	3.02	0.0131	Up	12870
1424991_s_at	Tyms///Tyms-ps	3.00	0.0181	Up	22171///22172
1448148_at	Grn	3.00	0.0070	Up	14824
1436514_at	Gpc4	3.00	0.0172	Up	14735
1429171_a_at	Ncapg	2.96	0.0178	Up	54392
1426246_at	Pros1	2.94	0.0004	Up	19128
1423775_s_at	Prc1	2.93	0.0300	Up	233406
1418633_at	Notch1	2.93	0.0120	Up	18128
1454714_x_at	EG665516///EG666036///EG668771///Phgdh	2.92	0.0090	Up	236539///665516///666036///668771
1437478_s_at	Efhd2	2.92	0.0031	Up	27984
1416368_at	Gsta4	2.92	0.0003	Up	14860
1450686_at	Pon2	2.91	0.0118	Up	330260
1450020_at	Cx3cr1	2.90	0.0203	Up	13051
1452040_a_at	Cdca3	2.90	0.0375	Up	14793
1418340_at	Fcer1g	2.87	0.0006	Up	14127
1422445_at	Itga6	2.87	0.0006	Up	16403
1420643_at	Lfng	2.86	0.0033	Up	16848
1448314_at	Cdc2a	2.86	0.0183	Up	12534
1444257_at	Prr11	2.84	0.0147	Up	270906
1428227_at	Rest	2.84	0.0252	Up	19712
1423298_at	Add3	2.81	0.0051	Up	27360
1451080_at	Usp1	2.81	0.0232	Up	230484
1429190_at	Arsb	2.80	0.0032	Up	11881
1433492_at	Epb4.1l2	2.79	0.0019	Up	13822
1448232_x_at	100042266///EG434428///EG636070///LOC100044416///LOC100045728///Tuba1a///Tuba1b///Tuba1c	2.78	0.0019	Up	100042266///100044416///100045728///22142///22143///22146///434428///636070
1417947_at	Pcna	2.77	0.0086	Up	18538
1422444_at	Itga6	2.76	0.0054	Up	16403
1420820_at	2900073G15Rik	2.75	0.0247	Up	67268
1455393_at	Cp	2.75	0.0072	Up	12870
1433490_s_at	Epb4.1l2	2.75	0.0027	Up	13822
1433857_at	Fat1	2.74	0.0126	Up	14107
1417985_at	Nrarp	2.74	0.0134	Up	67122
1452035_at	Col4a1	2.73	0.0024	Up	12826
1452404_at	Phactr2	2.73	0.0040	Up	215789
1422706_at	Pmepa1	2.73	0.0139	Up	65112
1434474_at	Abca5	2.73	0.0042	Up	217265
1416630_at	Id3	2.72	0.0021	Up	15903
1417065_at	Egr1	2.70	0.0052	Up	13653
1442728_at		2.70	0.0124	Up	
1422612_at	Hk2	2.69	0.0005	Up	15277
1424604_s_at	Sumf1	2.68	0.0215	Up	58911
1425271_at	Psmc3ip	2.68	0.0137	Up	19183
1450533_a_at	Plagl1	2.67	0.0280	Up	22634
1456567_x_at	Grn	2.67	0.0009	Up	14824
1448474_at	Nek7	2.65	0.0055	Up	59125
1435578_s_at	Dab1	2.64	0.0240	Up	13131
1416724_x_at	Tcf4	2.64	0.0110	Up	21413
1449888_at	Epas1///LOC100048537	2.64	0.0166	Up	100048537///13819
1417878_at	E2f1	2.64	0.0327	Up	13555
1417483_at	Nfkbiz	2.63	0.0185	Up	80859
1452881_at	Gins2	2.62	0.0103	Up	272551
1449140_at	Nudcd2	2.62	0.0150	Up	52653
1444800_at		2.61	0.0099	Up	
1416251_at	Mcm6	2.61	0.0322	Up	17219
1423414_at	Ptgs1	2.59	0.0093	Up	19224
1420171_s_at	Myh9	2.58	0.0015	Up	17886
1460184_at	Hadh	2.57	0.0092	Up	15107
1425458_a_at	Grb10	2.56	0.0193	Up	14783
1417822_at	D17H6S56E-5	2.56	0.0079	Up	110956
1418634_at	Notch1	2.53	0.0080	Up	18128
1425314_at	Gpr98	2.53	0.0256	Up	110789
1459740_s_at	Ucp2	2.52	0.0141	Up	22228
1427762_x_at	Hist1h2bp	2.52	0.0278	Up	319188
1423596_at	Nek6	2.51	0.0283	Up	59126
1422938_at	Bcl2	2.51	0.0110	Up	12043
1448272_at	Btg2	2.51	0.0009	Up	12227
1416214_at	Mcm4	2.49	0.0136	Up	17217
1434069_at	Prex1	2.49	0.0081	Up	277360
1423675_at	Usp1	2.49	0.0195	Up	230484
1448259_at	Fstl1	2.47	0.0077	Up	14314
1416433_at	Rpa2	2.47	0.0102	Up	19891
1422016_a_at	Cenph	2.46	0.0347	Up	26886
1432604_at	Rbl1	2.46	0.0293	Up	19650
1422695_at	Ttyh1	2.45	0.0131	Up	57776
1438629_x_at	Grn	2.45	0.0006	Up	14824
1424089_a_at	Tcf4	2.45	0.0056	Up	21413
1416498_at	Ppic	2.44	0.0289	Up	19038
1420824_at	Sema4d	2.43	0.0116	Up	20354
1416431_at	Tubb6	2.41	0.0185	Up	67951
1454830_at	Fbn2	2.40	0.0065	Up	14119
1423660_at	Ctdsp2///ENSMUSG00000040540	2.40	0.0178	Up	100043719///52468
1420172_at		2.39	0.0069	Up	
1444785_at		2.39	0.0120	Up	
1422831_at	Fbn2	2.39	0.0065	Up	14119
1445597_s_at	Pla2g16	2.39	0.0075	Up	225845
1418690_at	Ptprz1	2.39	0.0015	Up	19283
1433991_x_at	Dbi	2.38	0.0241	Up	13167
1421814_at	Msn	2.38	0.0088	Up	17698
1429556_at	2610024B07Rik	2.38	0.0154	Up	269987
1446172_at		2.37	0.0091	Up	
1418099_at	Tnfrsf1b	2.36	0.0222	Up	21938
1420959_at	Asph	2.36	0.0280	Up	65973
1426936_at	629242///BC005512///F630007L15Rik	2.36	0.0322	Up	192885///629242///641366
1438093_x_at	Dbi	2.35	0.0242	Up	13167
1426653_at	LOC100045677///Mcm3	2.34	0.0146	Up	100045677///17215
1453007_at	3110082I17Rik	2.34	0.0141	Up	73212
1416653_at	LOC100047484///Stxbp3a	2.33	0.0028	Up	100047484///20912
1420774_a_at	4930583H14Rik	2.33	0.0098	Up	67749
1421867_at	Nr3c1	2.32	0.0021	Up	14815
1426195_a_at	Cst3	2.32	0.0009	Up	13010
1428029_a_at	H2afv	2.32	0.0121	Up	77605
1442058_s_at	Psmc3ip	2.32	0.0022	Up	19183
1429270_a_at	Syce2	2.31	0.0096	Up	71846
1448139_at	Mlc1	2.30	0.0218	Up	170790
1416049_at	Gldc	2.29	0.0171	Up	104174
1447878_s_at	Fgfrl1///LOC100046239	2.28	0.0098	Up	100046239///116701
1442215_at	Smo	2.28	0.0124	Up	319757
1433491_at	Epb4.1l2	2.28	0.0027	Up	13822
1422537_a_at	Id2	2.27	0.0003	Up	15902
1439453_x_at	Rnaseh2c	2.27	0.0284	Up	68209
1434768_at	Tpp1	2.27	0.0060	Up	12751
1456245_x_at	Vamp3	2.27	0.0352	Up	22319
1456439_x_at	Mical1	2.27	0.0059	Up	171580
1453183_at	1110034A24Rik	2.26	0.0056	Up	109065
1452928_at	Abi3	2.26	0.0098	Up	66610
1442003_at	Diap2	2.25	0.0028	Up	54004
1428670_at	LOC72520	2.25	0.0136	Up	72520
1455976_x_at	Dbi	2.25	0.0216	Up	13167
1438852_x_at	Mcm6	2.23	0.0242	Up	17219
1434150_a_at	Higd1c///Mettl7a1///Mettl7a2	2.22	0.0070	Up	380975///393082///70152
1439436_x_at	Incenp	2.22	0.0275	Up	16319
1455956_x_at	Ccnd2	2.22	0.0156	Up	12444
1460247_a_at	Skp2	2.21	0.0335	Up	27401
1416986_a_at	Sirpa	2.21	0.0077	Up	19261
1437894_at	Prox1	2.20	0.0074	Up	19130
1417472_at	Myh9	2.20	0.0054	Up	17886
1422881_s_at	Sypl	2.20	0.0046	Up	19027
1423674_at	Usp1	2.19	0.0341	Up	230484
1425565_at	Rest	2.19	0.0031	Up	19712
1437865_at	Spata13	2.19	0.0038	Up	219140
1437708_x_at	Vamp3	2.19	0.0093	Up	22319
1439060_s_at	Wipi1	2.18	0.0017	Up	52639
1416221_at	Fstl1	2.16	0.0008	Up	14314
1416250_at	Btg2	2.16	0.0304	Up	12227
1437623_x_at	Xrcc3	2.16	0.0082	Up	74335
1460559_at	Kank2	2.16	0.0361	Up	235041
1428853_at	Ptch1	2.16	0.0125	Up	19206
1433645_at	Slc44a1	2.15	0.0013	Up	100434
1452671_s_at	Lman1	2.15	0.0210	Up	70361
1442014_at		2.15	0.0093	Up	
1450641_at	Vim	2.14	0.0275	Up	22352
1454777_at	Slco2b1	2.13	0.0158	Up	101488
1428976_at	Tmpo	2.13	0.0374	Up	21917
1456133_x_at	Itgb5	2.13	0.0020	Up	16419
1444443_at		2.13	0.0004	Up	
1460344_at	2310033F14Rik	2.13	0.0044	Up	69555
1420380_at	Ccl2	2.12	0.0057	Up	20296
1416985_at	Sirpa	2.12	0.0046	Up	19261
1423424_at	Zic3	2.12	0.0321	Up	22773
1423493_a_at	Nfix	2.11	0.0328	Up	18032
1426412_at	Neurod1	2.11	0.0144	Up	18012
1422286_a_at	Tgif1	2.11	0.0200	Up	21815
1418534_at	Fzd2	2.11	0.0030	Up	57265
1416122_at	Ccnd2	2.10	0.0002	Up	12444
1416076_at	Ccnb1///EG434175///EG667005	2.10	0.0272	Up	268697///434175///667005
1439562_at	F730047E07Rik	2.09	0.0228	Up	212377
1415834_at	Dusp6	2.09	0.0051	Up	67603
1447448_s_at	Klf6	2.09	0.0134	Up	23849
1448118_a_at	Ctsd	2.09	0.0129	Up	13033
1447852_x_at	Rilpl1	2.08	0.0025	Up	75695
1429295_s_at	Trip13	2.08	0.0320	Up	69716
1419951_at	Lman1	2.08	0.0322	Up	70361
1442134_at	Prr11	2.08	0.0301	Up	270906
1416992_at	LOC100046464///Mfng	2.08	0.0013	Up	100046464///17305
1434149_at	Tcf4	2.08	0.0328	Up	21413
1433916_at	Vamp3	2.08	0.0244	Up	22319
1415691_at	Dlg1///LOC100047603	2.07	0.0173	Up	100047603///13383
1420970_at	Adcy7	2.07	0.0023	Up	11513
1449127_at	Selplg	2.07	0.0195	Up	20345
1435657_at	Ston2	2.07	0.0162	Up	108800
1434503_s_at	Lamp2	2.05	0.0169	Up	16784
1423871_at	Tmem63a	2.04	0.0002	Up	208795
1417870_x_at	Ctsz	2.04	0.0085	Up	64138
1443231_at		2.03	0.0323	Up	
1425166_at	Rbl1	2.03	0.0252	Up	19650
1417709_at	Cyp46a1	2.02	0.0017	Up	13116
1424265_at	Npl	2.02	0.0064	Up	74091
1424299_at	Oma1	2.02	0.0198	Up	67013
1423434_at	Tead1	2.02	0.0279	Up	21676
1448777_at	Mcm2	2.02	0.0375	Up	17216
1453314_x_at	2610039C10Rik	2.02	0.0150	Up	66578
1417470_at	Apobec3	2.01	0.0301	Up	80287
1429894_a_at	Mtap7	2.01	0.0043	Up	17761
1428094_at	Lamp2	2.01	0.0027	Up	16784
1435526_at	Tor1aip2	2.00	0.0095	Up	240832
1440270_at	Fgf12	-2.02	0.0099	Down	14167
1453856_at	Zbtb46	-2.03	0.0149	Down	72147
1441949_x_at	Slc39a6	-2.03	0.0136	Down	106957
1459903_at	Sema7a	-2.03	0.0216	Down	20361
1429464_at	Prkaa2	-2.04	0.0028	Down	108079
1437982_x_at	Cox15	-2.05	0.0340	Down	226139
1458464_at	Hecw2	-2.05	0.0251	Down	329152
1419717_at	Sema3e	-2.06	0.0053	Down	20349
1450151_at	Zfp316	-2.06	0.0189	Down	54201
1437401_at	Igf1	-2.06	0.0083	Down	16000
1435064_a_at	Tmem27	-2.07	0.0097	Down	57394
1423328_at	Gdap1	-2.09	0.0084	Down	14545
1438664_at	Prkar2b	-2.10	0.0329	Down	19088
1418288_at	Lpin1	-2.11	0.0343	Down	14245
1426446_at	6430548M08Rik	-2.11	0.0262	Down	234797
1435974_at	Arhgef9	-2.13	0.0215	Down	236915
1434027_at	Rcan3	-2.13	0.0225	Down	53902
1425158_at	Tbx20	-2.15	0.0015	Down	57246
1455194_at	Mapk8ip2	-2.16	0.0182	Down	60597
1433601_at	Adra2a	-2.18	0.0341	Down	11551
1455633_at	Zfp647	-2.18	0.0182	Down	239546
1420955_at	Vsnl1	-2.19	0.0225	Down	26950
1429668_at	Pou4f1	-2.20	0.0005	Down	18996
1436937_at	Rbms3	-2.20	0.0318	Down	207181
1427673_a_at	Sema3e	-2.20	0.0034	Down	20349
1438697_at	Tmem132c	-2.22	0.0244	Down	208213
1424482_at	Arhgef7	-2.22	0.0047	Down	54126
1420679_a_at	Aig1	-2.23	0.0077	Down	66253
1457793_a_at	Whsc1l1	-2.26	0.0347	Down	234135
1419458_at	Rgnef	-2.27	0.0302	Down	110596
1436014_a_at	Rusc1	-2.28	0.0071	Down	72296
1439852_at		-2.31	0.0237	Down	
1429696_at	Gpr123	-2.33	0.0153	Down	52389
1444923_at		-2.35	0.0203	Down	
1418847_at	Arg2	-2.37	0.0065	Down	11847
1420448_at	Rhox2a	-2.39	0.0365	Down	75199
1455358_at	A2bp1	-2.44	0.0000	Down	268859
1417679_at	Gfi1	-2.47	0.0028	Down	14581
1447788_s_at	Tspyl3	-2.51	0.0243	Down	241732
1442226_at	Sema3e	-2.52	0.0358	Down	20349
1458623_at		-2.53	0.0159	Down	
1428568_at	B230217C12Rik	-2.63	0.0015	Down	68127
1416286_at	Rgs4	-2.68	0.0023	Down	19736
1434413_at	Igf1	-2.77	0.0009	Down	16000
1429273_at	Bmper	-2.83	0.0025	Down	73230
1447552_s_at		-3.01	0.0137	Down	
1452444_at	Napb	-3.05	0.0172	Down	17957

Genes that were enriched by 2-fold or more with corrected p-value <=0.05 in either the ipsilateral or contralateral RGC population were selected for this list.

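Microglia and macrophage genes accounted for 13 of the 20 largest fold changes in Table 5, and 25 of the probe sets it lists as higher in ipsilateral RGCs belonged to the list of those genes. All probe sets of Table 5 had the same direction here, and 449 had the same sign in all 3 rounds. A 2-fold change or more was found for 428 of them. Across probe sets, which are not independent replicates, the log2 fold changes of Table 5 and those computed here had a Pearson correlation of 0.994 and a Spearman correlation of 0.976, with a median absolute difference of 0.08. At the thresholds of the methods, limma called 80 of the probe sets, all higher in ipsilateral RGCs. This count was 170 without ipsilateral replicate 1, 50 without ipsilateral replicate 3 and 50 without contralateral replicate 3. Table 5 was chosen on these samples, so the shared direction is a check of the files and not independent evidence.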

**Figure 3.**
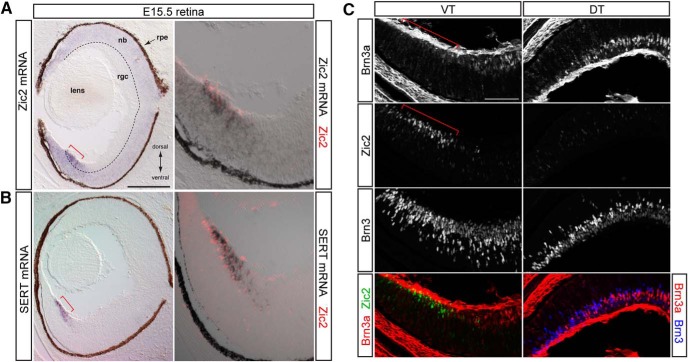
Expression patterns of known ipsilateral and contralateral RGC genes. Combined ISH and IHC analysis at E15.5 shows colocalization of Zic2 protein expression with Zic2 (***A***) and SERT (***B***) mRNA in ipsilateral RGCs in the VT retina. ***C***, In contrast, contralateral RGC marker Brn3a shows complementary expression to Zic2 in immunostained sections in which all RGCs are labeled with a pan-Brn3 antibody. These patterns of expression were used as standards for expression analysis of microarray gene candidates. rpe, retinal pigment epithelium; nb, neuroblast layer; rgc, retinal ganglion cell layer; DT, dorsotemporal retina; VT, ventrotemporal retina. Scale bars, 250 μm (A and B) and 100 μm (C).

### Genes selectively expressed in contralateral RGCs

At present, very few specific markers of contralateral RGCs have been identified, and no gene has been shown to specify contralateral identity throughout the retina. To confirm that select candidate genes are indeed specifically expressed in contralateral RGCs, we analyzed the mRNA expression pattern of the gene of interest at E15.5 (peak of Zic2 expression) by ISH followed by co-immunostaining with ipsilateral RGC marker Zic2 and pan-RGC marker Islet1/2 within the same sections. We selected these seven genes based on the magnitude of their fold change (Napb, Bmper, and Igf1 were the most highly enriched in contralateral RGCs) as well as their potential function during development as predicted by their known functional classification roles in other systems. 

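Igf1, an insulin-like growth factor, Bmper, a secreted regulator of BMP signaling, and Napb, an attachment protein of vesicle fusion, were lower in ipsilateral RGCs in all 3 rounds at the probe sets in Table 5, while the brightest Igf1 probe set had this sign in 2 of 3 rounds. Igf1 had a log2 difference of −1.56 (SE 0.46, limma adjusted p = 0.515, or 0.0739 with the replicate block). Bmper differed by −1.54 (SE 0.42, limma adjusted p = 0.367, or 0.0742 with the replicate block). Napb differed by −1.35 (SE 0.48, limma adjusted p = 0.986, or 0.0559 with the replicate block). The fold change of Napb was 2.00 without contralateral replicate 2 in place of 2.56. When genes were ranked by their most negative probe set, Igf1 was 2nd of all genes tested, Bmper 3rd and Napb 11th. Rgs4, a regulator of G-protein signaling on the list of neuronal maturation genes, differed by −1.36 (SE 0.40, limma adjusted p = 0.508). The other probe sets of Napb lay between −0.20 and −1.23.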

Of the seven new contralateral genes tested, the following genes showed exclusive expression in contralateral RGCs (Islet1/2^+^Zic2^–^ cells): transcription factor Tbx20, cell surface/secreted protein Sema3e, and growth factor Igf1 (Fig. 4*A–C*). Fgf12 is also enriched in RGCs outside of the Zic2^+^ zone and shows only weak expression in VT RGCs (Fig. 4*D*). Interestingly, Fgf12 and Igf1 expression is weaker in the most peripheral RGCs of dorsotemporal (DT) retina, suggesting that the youngest DT RGCs (Fig. 4*C*, *D*, adjacent to dashed red line) have not yet accumulated as much of these transcripts as the more central RGCs. Tbx20 and Sema3e are even more centrally expressed and appear to have more mosaic expression. None of these genes have been studied in the context of RGC development or contralateral RGC function. Together, Igf1, Fgf12, Tbx20, and Sema3e represent four new contralateral RGC markers during the peak period of axon outgrowth, when ipsilateral and contralateral RGC axons diverge.

**Figure 4.**
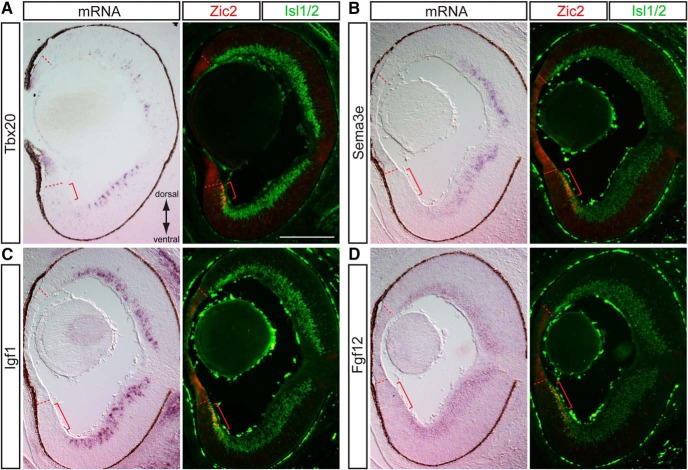
Genes enriched in the contralateral RGC population. ISH analysis at E15.5 shows complementary expression of Tbx20 (***A***), Sema3e (***B***), and Igf1 mRNA (contralateral RGCs) with Zic2 (ipsilateral RGCs). Fgf12 is highly expressed in Zic2^–^ RGCs, with only trace levels of expression in Zic2^+^ cells. All candidate genes are expressed in Islet1/2^+^ (differentiated) RGCs. Scale bars, 250 μm.

### Genes selectively expressed in ipsilateral RGCs

To validate the expression pattern of genes enriched in ipsilateral RGCs in the microarray, we again used ISH analysis on coronal sections of E15.5 retina, co-immunostaining for RGC markers. Here, we selected transcription factors that participate in CNS development as discussed above, as well as cell cycle regulators, developmental signaling molecules, axon guidance molecules, and other secreted or membrane-expressed genes that may play a role in differentiated RGC function. Of the 23 new ipsilateral genes tested, many were expressed in proliferative zones within the retina, as expected. However, three genes, Sox2, Math5, and Igfbp5, were additionally expressed in differentiated ipsilateral RGCs. We also detected four other genes, Lhx2, Zic1, Gja1, and Ccnd2, that were expressed in ipsilateral RGCs either at a weaker level or within a more limited developmental window (data not shown).

The most striking expression pattern of this group of validated genes is that of insulin-like growth factor binding protein 5 (Igfbp5). Igfbp5 is expressed in RGCs of the Zic2^+^ RGC zone throughout the VT retina (Fig 5*A*). Closer examination reveals that Igfbp5 is most strongly expressed in Zic2^+^Islet1/2^+^ RGCs of this region, but not all Zic2^+^ RGCs express Igfbp5, and some Zic2^–^ cells also express lower levels of Igfbp5 and are located at the junction between the RGC and neuroblastic layers (Fig. 5*A*, high power). Igfbp5 is also expressed in the most peripheral contralaterally projecting RGCs (Zic2^–^Islet1/2^+^) of DT retina, although these cells are much fewer than the VT RGCs that express Igfbp5. Interestingly, Igfbp5^+^ cells correspond to the most peripheral DT RGCs that lack Igf1 expression (Fig. 5*B*). Thus, Igfbp5 and Igf1 have a complementary pattern of expression in E15.5 retina, suggesting that these two components of the Igf signaling pathway have complementary or antagonistic functions at this age.

**Figure 5.**
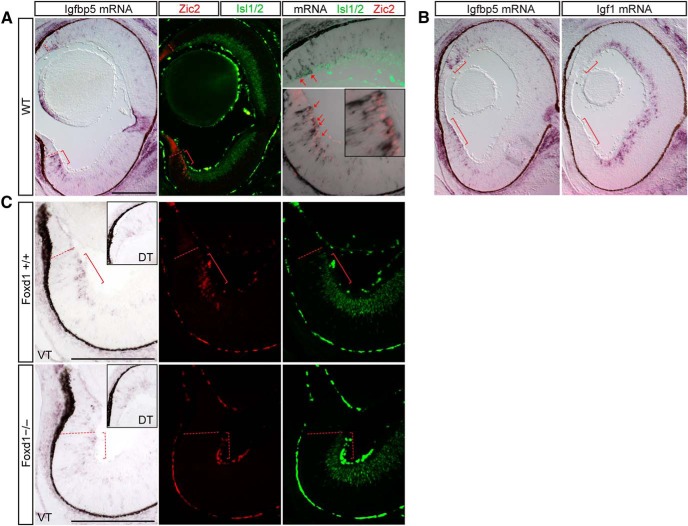
Igfbp5 is expressed in the VT RGC zone in Zic2^+^ cells. ISH analysis at E15.5. ***A***, Igfbp5 mRNA is expressed in a subset of Zic2^+^ RGCs in VT retina (red arrows) and a few Zic2^–^ RGCs in dorsal retina. Red brackets mark the ipsilateral RGC domain. ***B***, Igfbp5 (red brackets) and Igf1 are expressed in a complementary pattern throughout the retina. ***C***, Igfbp5 expression is concomitantly reduced in the Foxd1 KO mutant compared with WT littermates; this reduction correlates with the similar reduction in Zic2 expression in the VT retina of the Foxd1 KO mutant. Red brackets mark the expected ipsilateral RGC domain. Scale bars, 250 μm.

To determine whether Igfbp5 is truly related to ipsilateral RGC identity, we studied the expression of Igfbp5 in the Foxd1 knockout, in which the patterning of the region containing ipsilateral RGCs is disrupted with concomitant loss of Zic2-expressing RGCs. Indeed, Igfbp5 coexpression within RGCs is reduced within the VT retina (Fig. 5*C*), suggesting that Igfbp5 is not merely expressed in the peripheral-most RGCs but rather is uniquely upregulated within ipsilateral RGCs.

### Ipsilateral RGCs express early developmental markers

A large group of genes enriched in ipsilateral RGCs in the microarray were transcription factors known to be important in the development of retinal progenitor cells or RGC precursors. 

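Genes of retinal progenitors were higher in ipsilateral RGCs as a group. Of 30 measured progenitor genes, 7 rose at their brightest probe set (20 when adjusted over the list alone), Slc1a3 rose at other probe sets, and 23 were higher in all 3 rounds. Prss23, a serine protease, rose by at least 2.57 on the log2 scale, counted from the filter level because its contralateral level of 4.04 lies under it (measured difference 3.27, SE 0.46, limma adjusted p = 0.0083). Fabp7, a fatty acid binding protein of radial glia, rose by 2.75 (SE 0.48, limma adjusted p = 0.0301), with an adjusted p of 0.0806 with the replicate block, 0.0528 without contralateral replicate 1 and 0.0930 without contralateral replicate 3. Sox9, an HMG-box transcription factor, rose by 2.53 (SE 0.44, limma adjusted p = 0.0275), with an adjusted p of 0.0748 with the replicate block, 0.127 without ipsilateral and 0.125 without contralateral replicate 3. Its other probe sets differed by 1.25 and −0.0021. The progenitor list had a median log2 difference of 1.31 (camera adjusted p = 1.89e-46, and adjusted p = 0.0711 with an estimated correlation). Of 18 neurogenic precursor genes, 1 rose (2 when adjusted over the list alone). It was Neurod4, a proneural bHLH factor (2.59, SE 0.43, limma adjusted p = 0.0246), with an adjusted p of 0.127 without ipsilateral and 0.107 without contralateral replicate 3. A second, dimmer probe set of Neurod4 differed by 0.98 and did not pass. The precursor list had a median of 0.59 (camera adjusted p = 3.11e-08, and adjusted p = 0.147 with an estimated correlation). In the same samples the mean log2 difference of the microglia list was 2.31. In Table 5, which was chosen on these samples, 15 of the progenitor and 4 of the precursor genes are named, so their direction is not independent evidence.

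**Figure D2:**
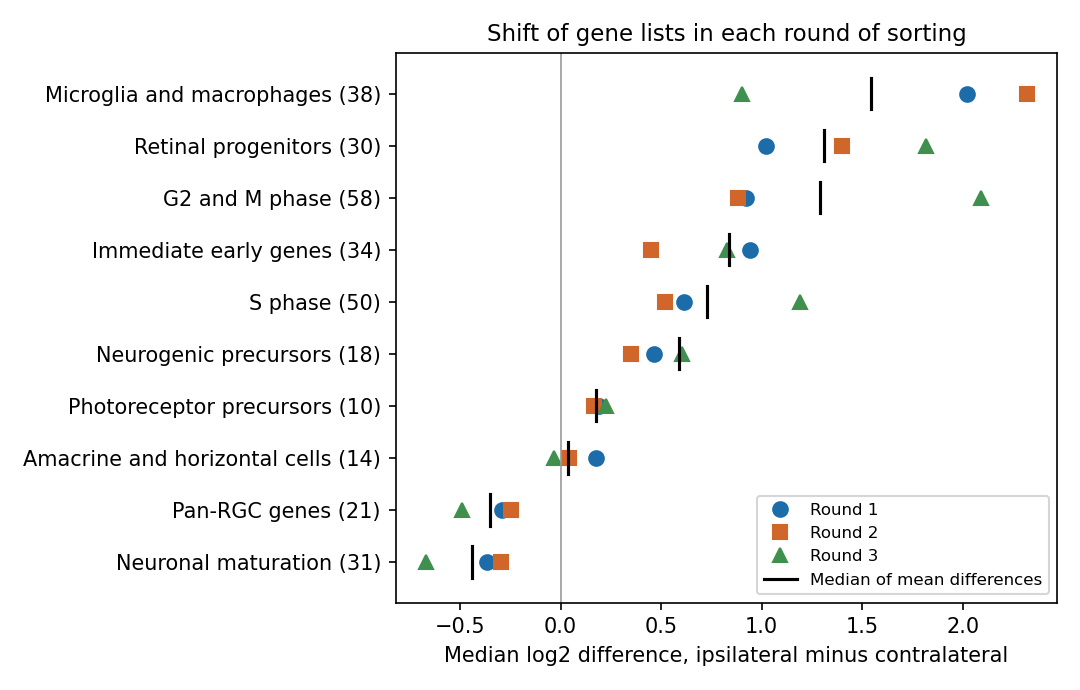
Median log2 difference, ipsilateral minus contralateral (horizontal axis), of the genes of 10 lists in each round of sorting. Symbols are rounds, black bars are the medians of the genes' mean differences, and the number of genes measured is in parentheses. Progenitor, cell cycle, immediate early and microglia genes lie above 0 in every round and pan-RGC and maturation genes below 0 in every round.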

Two possible explanations for this finding include: (1) the ipsilateral RGC sample is disproportionately contaminated with RNA from proliferating cells, or (2) these genes are indeed enriched in ipsilateral RGCs. In support of the latter scenario, two ipsilateral RGC-enriched microarray candidates, Sox2 and Math, show clear expression in both progenitor cells and differentiated RGCs (Fig. 6*A*, *B*). Sox2 is expressed in neuronal progenitors during CNS development, including the retina, but is downregulated during the final division as the progenitor becomes postmitotic (Pevny and Nicolis, 2010). Indeed, we observed homogeneous Sox2 expression within the proliferative regions of retina, i.e., the neuroblastic layer progenitors, ciliary body progenitors (Fig. 6*A*), and optic nerve head glial progenitors (not shown). Remarkably, Sox2 is also expressed homogeneously and at an overall stronger level within the Zic2^+^ VT RGC zone and colocalizes with Zic2 and Islet1/2 expression. Sox2 is completely absent from DT RGCs, indicated by Islet1/2 expression, including the most peripheral cells. Thus, Sox2 mRNA expression is maintained in postmitotic Zic2^+^ RGCs and, similar to SERT, is a distinct marker of this RGC subset.

**Figure 6.**
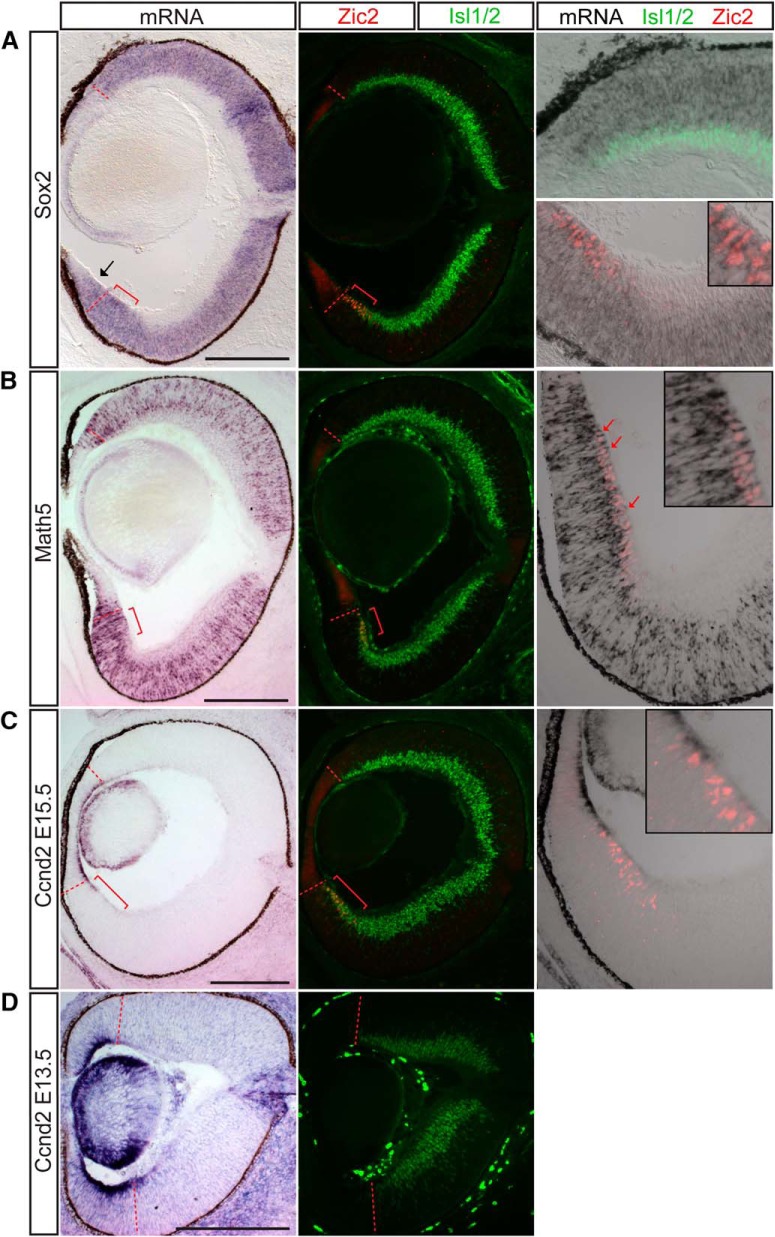
Sox2, Math5, and cyclin D2 are enriched in the ipsilateral RGC population in addition to progenitor cells throughout the retina. ISH analysis at E15.5. ***A***, Sox2 mRNA is expressed in the neuroblastic layer and Zic2^+^ RGCs but not Zic2^–^/Islet1/2^+^ (differentiated) RGCs extra-VT retina. ***B***, Similarly, Math5 mRNA is expressed in Zic2^+^ RGCs located at the periphery of the VT retina in the RGC layer as well as in RGC precursors in the neuroblastic layer (red arrows). ***C***, Cyclin D2 mRNA is expressed in the basal process of cells within the peripheral margin of the retina, particularly in the ventral retina, and also at low levels in the Zic2^+^ RGC zone at E15.5. ***D***, The asymmetric expression of cyclin D2, with higher levels in ventral retina, is more pronounced at E13.5. Red brackets mark the Zic2^+^ ipsilateral RGC domain. Scale bars, 250 μm.

The transcription factor Math5 is expressed in retinal progenitors after they acquire competence to generate RGCs (Wang et al., 2001; Brzezinski et al., 2012) and thus marks the first neurogenic competence state of retinal progenitors (Yang et al., 2003). Similar to Sox2, Math5 mRNA expression extends into the Zic2^+^ RGC zone. However, unlike the homogeneous expression of Sox2, Math5 colocalizes with Zic2 expression predominantly in peripheral RGCs (Fig. 6*B*, red arrows indicate Zic2^+^ nucleus in red with surrounding Math5 mRNA in black). This colocalization is not as pronounced in RGCs in DT retina.

Sox2 and Math5 expression patterns indicate that ipsilateral RGCs retain the expression of genes initially expressed before differentiation. This may be due to an upstream regulatory program that differs between ipsilateral and contralateral RGCs, turning off the expression of progenitor genes within contralateral RGCs but allowing for their continued expression in ipsilateral RGCs. These results raise the intriguing question of why Zic2^+^ ipsilaterally projecting RGCs maintain the expression of such genes. Interestingly, we detected a number of cell cycle regulators enriched in ipsilateral RGCs in our microarray screen. In particular, the G1 cyclin D2 stood out as an interesting candidate, as its function has not been previously examined in the retina due to the lack of a gross retinal phenotype in cyclin D2 null mice (Sicinski et al., 1996). In contrast, mice without cyclin D1, which is the predominant G1 cyclin during retinal development, have severely hypocellular retinas (Fantl et al., 1995; Sicinski et al., 1995; Dyer and Cepko, 2001; Geng et al., 2001; Das et al., 2009).

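Cdk6, the kinase that D-type cyclins activate in G1, had a log2 difference of 2.03 between ipsilateral and contralateral RGCs (SE 0.41, limma adjusted p = 0.0759, or 0.0277 without ipsilateral replicate 1). Ccnd1, which encodes cyclin D1, differed by 1.91 (SE 0.50, limma adjusted p = 0.309, or 0.0233 without ipsilateral replicate 1). Cenpf, a centromere protein, rose by 2.92 (SE 0.50, limma adjusted p = 0.0267). For Cenpf the adjusted p was 0.0923 with the replicate block, 0.127 without ipsilateral and 0.0766 without contralateral replicate 3. Aspm, a protein of the spindle poles, rose by 2.76 (SE 0.48, limma adjusted p = 0.0275). For Aspm it was 0.0842 with the replicate block, 0.155 without ipsilateral and 0.0894 without contralateral replicate 3. Among 15 genes for D cyclins, their kinases and inhibitors and the retinoblastoma family, 0 passed limma over all genes at their brightest probe set (3 when adjusted over the list alone), Ccnd2 passed at a dimmer one, and 3 were 2-fold higher at an unadjusted p under 0.05 by limma and by an unmoderated test. The 3 genes were Ccnd2, Cdk6 and Ccnd1. The list had a median log2 difference of 0.09 (camera adjusted p = 0.0015, and adjusted p = 0.405 with an estimated correlation). Leaving out each array in turn, this median lay below 0 without contralateral replicate 1 (−0.13) or ipsilateral replicate 2 (−0.03), and was 0.46 without ipsilateral replicate 1, 0.35 without contralateral replicate 2 and 0.20 without contralateral replicate 3. Each of the 38 microglia genes had a positive mean difference in these samples.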

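Ccnd2, which encodes cyclin D2, was at least 6.79-fold higher in ipsilateral RGCs by the probe set that Table 5 names first. Its contralateral log2 level of 4.45 lies under the filter level, from which the fold is counted. The measured log2 difference was 3.06 (SE 0.52, limma adjusted p = 0.0267), with 2.86, 4.39 and 1.92 in rounds 1 to 3. The adjusted p was 0.101 with the replicate block and 0.0772 without contralateral replicate 1. The brightest Ccnd2 probe set had a log2 difference of 2.84 (SE 0.65, limma adjusted p = 0.160). Its adjusted p was 0.0170 with the replicate block, 0.0081 without ipsilateral replicate 1 and 0.0020 without contralateral replicate 2. The other 5 probe sets of Ccnd2 had log2 differences from 0.97 to 2.19 and did not pass the test.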

In our ISH studies, cyclin D2 (Ccnd2) is expressed asymmetrically in the proliferating cells peripheral to the RGC zone at E15.5, with a higher level and broader zone of expression in ventral retina compared with dorsal retina (Fig. 6*C*; see also Trimarchi et al., 2009). Moreover, lower levels of cyclin D2 mRNA expression extend into the Zic2^+^ RGC zone but can also be detected at a lower level within the entire span of the Zic2^+^ RGC zone (Fig. 6*C*, inset). The asymmetry in expression and extension of the cyclin D2 domain into the Zic2^+^ RGC zone are even more pronounced at E13.5 (Fig. 6*D*). Because of the localization of Ccnd2 mRNA to the basal process of these cells, which has been previously described in the cortex (Tsunekawa et al., 2012), we are unable to determine whether Cyclin D2 mRNA and Zic2 protein expression colocalize in the same cells.

To determine cyclin D2 protein localization throughout development, retinal sections from E11.5, 13.5, 14.5, 15.5, and E16.5 embryos were immunostained with antibodies against cyclin D2, Zic2 (ipsilateral RGCs), and Brn3 (all RGCs). Consistent with the ISH results, IHC analysis showed that cyclin D2 is expressed within the retinal periphery and the optic nerve head, and its expression is substantially higher in ventral than in dorsal periphery until E15.5 (Fig. 7*A–D*). At E16.5, this asymmetry in the ventro-dorsal expression of cyclin D2 decreases, as fewer cells now express cyclin D2 in ventral retina (Fig. 7*E*). In contrast to the ISH results, immunostaining revealed that cyclin D2 protein is nuclear rather than at the basal surface, with cells expressing the highest levels of cyclin D2 positioned more basally. These distinct cyclin D2 mRNA and protein expression patterns have been similarly reported in cortex (Tsunekawa and Osumi, 2012). Cyclin D2^+^ cells that showed positive staining for Zic2 and Islet1/2 were very rare, indicating that cyclin D2 is expressed predominantly in cells that are situated in the periphery of VT retina, adjacent to the zone of Zic2-expressing cells, and do not yet express markers of differentiated RGCs such as Brn3 or Islet1/2. The finding that cyclin D2 is enriched in the ipsilateral RGC population in our microarray analysis and subsequent confirmation by ISH may reflect the perdurance of mRNA expression in differentiated ipsilateral RGCs. 

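Genes of the ciliary margin, the peripheral rim of the retina where cyclin D2 is found, were higher in ipsilateral RGCs as a group. Of 16 measured ciliary margin genes, 3 rose at their brightest probe set (4 when adjusted over the list alone, with Ccnd2), and Ccnd2 and Gja1 rose at other probe sets. Those at the brightest probe set were Zic1, Zic2 and Sfrp2, a secreted Wnt antagonist, which rose by 2.29 (SE 0.40, limma adjusted p = 0.0321). The adjusted p of Sfrp2 was 0.0629 with the replicate block, 0.0643 without contralateral replicate 1, 0.251 without ipsilateral replicate 3 and 0.163 without contralateral replicate 3. The list had a median log2 difference of 0.38, or 0.11 without contralateral replicate 1 or ipsilateral replicate 2 (camera adjusted p = 9.82e-07, and adjusted p = 0.277 with an estimated correlation). Microglia markers were higher in the same samples, with a lower quartile of their log2 differences of 0.85. Of these genes, 5 are in Table 5, which was chosen on these samples. The log2 level of Ccnd2 at its brightest probe set was 9.14 ± 1.18 (SD, n = 3) in ipsilateral and 6.30 ± 1.26 (SD, n = 3) in contralateral RGCs.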

The downregulation of cyclin D2 protein expression in differentiated RGCs that express Zic2 and Islet1/2 may be additionally explained by posttranscriptional regulatory mechanisms.

**Figure 7.**
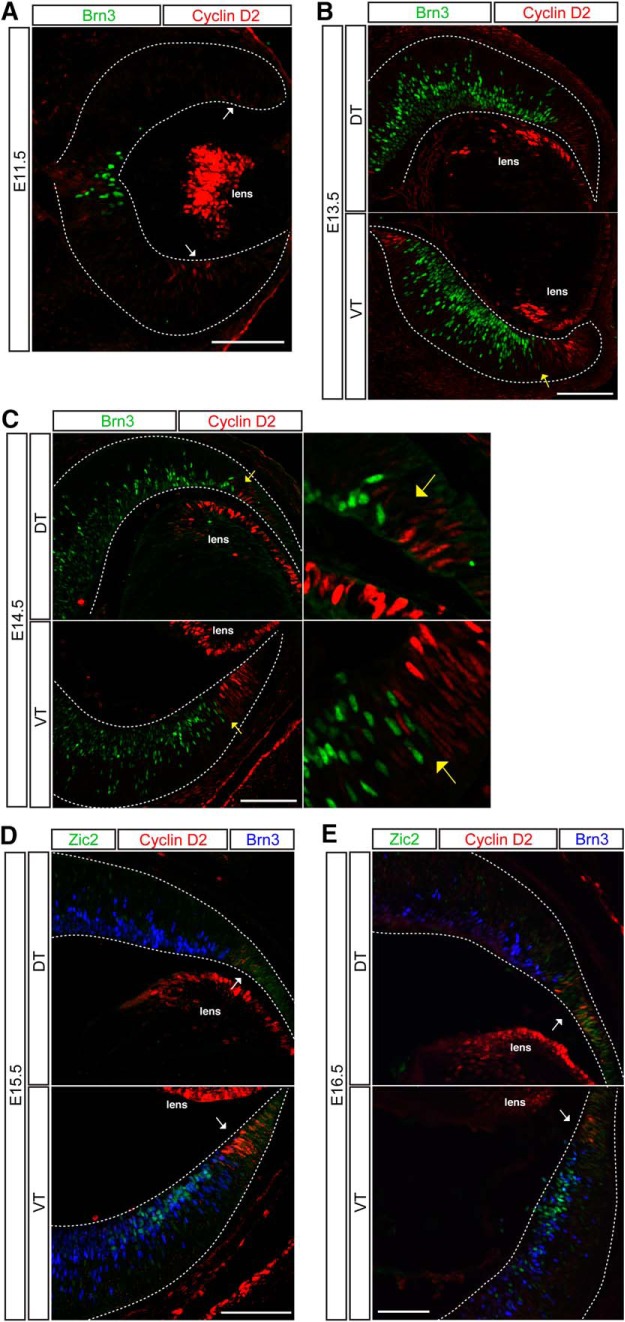
Cyclin D2 is enriched in the ventral peripheral retina during the temporal window of ipsilateral RGC genesis. IHC in coronal cryosections of E11.5 (***A***), E12.5 (***B***), E14.5 (***C***), E15.5 (***D***), and E16.5 (***E***) retina. Cyclin D2 is expressed in the lens and the retinal marginal zone bordering RGCs (labeled with Brn3). Cyclin D2 is highly expressed in the ventral periphery compared with the dorsal periphery within neural retina (white arrows). The cyclin D2 and Brn3 domains are separated by a large gap at E11.5 (***A***). At E13.5 (***B***) and E14.5 (***C***), cyclin D2^+^ cells intermingle with Brn3^+^ RGCs only in ventral retina (yellow arrows point to boundary) and have sharp boundaries in dorsal retina. At E16.5 (***E***), cyclin D2 expression is reduced in the retinal periphery and is no longer asymmetric in dorsal and ventral retinal (white arrows). Scale bars, 100 μm.

In contrast to cyclin D2, cyclin D1 expression is homogeneous throughout proliferating regions in the retina (data not shown). Cyclin D2^+^ cells are also positive for cyclin D1. The broad expression of cyclin D1 is consistent with its role as the major D cyclin in retinal development required for general retinal histogenesis (Sicinski et al., 1995; Fantl et al., 1995). The additional expression of cyclin D2 in a specific subset of cells within the retina, however, suggests that it conveys an added layer of regulation on the cell cycle kinetics of these cells.

## Discussion

The increasing availability of transcriptomic technologies within the last decade has facilitated high-throughput identification of gene expression profiles that define distinct cell types (Trimarchi et al., 2007; Okaty et al., 2011; Goetz and Trimarchi, 2012; Mizeracka et al., 2013; Islam et al., 2014; Sümbül et al., 2014; Macosko et al., 2015; Molyneaux et al., 2015; Mullally et al., 2016; Shima et al., 2016). Here we have applied DNA microarray analysis to RGCs projecting ipsilaterally and contralaterally during embryonic development. By combining retrograde labeling and cell sorting, we were able to overcome the challenge of isolating a disproportionately sparse neuronal subtype—the ipsilateral RGC population (3–5% of total RGCs in mouse retina)—and then compared the molecular identity of this population with their contralateral countertypes. These gene-profiling experiments confirmed genes known to be unique to ipsilateral or contralateral RGCs and allowed us to uncover nearly 300 genes that are differentially expressed in these two populations. A number of these genes were subsequently confirmed by endogenous expression in developing retina, thus having high biological relevance. In particular, the new RGC markers expressed solely in contralateral RGCs that we identified fill a significant void, as most genes that have been previously described as important for contralateral RGC function are not exclusively expressed in these cell types but rather are also expressed in ipsilateral RGCs. Among the differentially expressed genes we identified, we have found at least one pair, Igf1 and Igfbp5, that show complementary expression within contralateral and ipsilateral RGCs, respectively, and may represent one of numerous signaling pathways that play a role in determining ipsilateral versus contralateral RGC identity. Finally, we have confirmed the expression of several genes that mark “immaturity” in both ipsilateral RGCs and cells within proliferative zones of the retina. These findings suggest that the ontogeny of ipsilateral and contralateral RGCs and the mechanisms that regulate their differentiation are more diverse than previously expected.

### Ipsilateral and contralateral RGCs are molecularly distinct

Our gene profiling experiments reveal that ipsilateral and contralateral RGCs have distinct molecular signatures and can be distinguished during development not only by their axon guidance programs but also by many genes uncovered in our screen that play diverse functions in growth, differentiation, and fate specification.

To date, the only known specific markers of contralateral RGCs are the LIM homeodomain transcription factor Islet2 and the Pou-domain transcription factor Brn3a (Pou4f1). However, loss of Brn3a does not influence RGC axon laterality (Quina et al., 2005), and whereas Islet2 is important for contralaterality in late-born VT RGCs, it is not required for the major contralateral projection from extra-VT retina (Pak et al., 2004). Moreover, Islet2 is expressed in only a subset of contralateral RGCs. Thus, a transcription factor that specifies contralateral identity throughout the retina has not yet been identified. Our microarray study has revealed a number of different transcription factors that may fill such a role as a transcriptional regulator of contralateral RGC identity.

Together, Igf1, Fgf12, Tbx20, and Sema3e represent four new contralateral RGC markers during the peak period of RGC axon outgrowth. None of these genes have been studied in the context of RGC development. Tbx20 functions in heart development (Plageman and Yutzey, 2005) and cranial motor neuron migration (Song et al., 2006). The expression and guidance roles of semaphorin family members have been demonstrated at multiple points along the path of retinal axons (Callander et al., 2007; Kuwajima et al., 2012). Sema3e is known to be expressed at the optic chiasm (Sakai and Halloran, 2006), where it influences midline crossing decisions in the fish optic chiasm. Here, we show that it is also expressed in a subset of contralateral RGCs, raising the question of why this repulsive guidance cue is also expressed by RGCs. One possible explanation is the demonstration that RGC-secreted Sema3e regulates retinal angiogenesis through interactions with Plexin-D1 expressed on endothelial cells of sprouting blood vessels (Callander et al., 2007). However, whether Sema3e has a further function in regulating contralateral RGC axon growth and guidance has not been explored.

Furthermore, the expression of Tbx20 and Sema3e in a mosaic pattern in central retina suggests that both genes may mark a functional subtype of contralateral RGCs that is present only in central retina or in a subset that arises later in development. Alternatively, Tbx20 and Sema3e expression may be delayed in RGCs and thus only seen in the oldest RGCs present at this age, with those in central retina being the first to develop. Consistent with both of these explanations, both Sema3e and Tbx20 are not yet expressed in RGCs at E13.5 (data not shown).

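Fgf12, a fibroblast growth factor homolog, had log2 levels of 7.29 ± 0.15 (SD, n = 3) in ipsilateral and 8.36 ± 0.28 (SD, n = 3) in contralateral RGCs. Its log2 difference was −1.08 (SE 0.39, limma adjusted p = 1.00, or 0.0877 with the replicate block). It was lower in ipsilateral RGCs in all 3 rounds. Other probe sets of Fgf12 differed by −0.70 and −0.92. The brightest probe set of Igf1, an insulin-like growth factor, differed by −0.61 (SE 0.42, limma adjusted p = 1.00), with log2 levels of 10.31 ± 0.55 (SD, n = 3) and 10.93 ± 0.25 (SD, n = 3). A pair of further Igf1 probe sets differed by −0.89 and −1.16.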

We have also found that Igf1 and Fgf12 are upregulated in contralateral RGCs. The Igf and Fgf signaling pathways have broad mitogenic and cell survival effects during development, tissue repair, and tumor growth. Interestingly, unlike most secreted FGF family members, Fgf12 localizes to the nucleus (Smallwood et al., 1996), and thus may play a cell-autonomous role in RGCs. 

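Igfbp5, which encodes a secreted protein that binds insulin-like growth factors, was 8.36-fold higher in ipsilateral RGCs, with log2 levels of 10.25 ± 0.95 (SD, n = 3) against 7.19 ± 0.32 (SD, n = 3). Its log2 difference was 3.06 (SE 0.49, limma adjusted p = 0.0166, or 0.0828 with the replicate block). A second probe set of Igfbp5 differed by 2.32 (SE 0.50, limma adjusted p = 0.117). For Igf1, the probe set with the largest difference had log2 levels of 6.54 ± 0.59 (SD, n = 3) in ipsilateral and 8.10 ± 0.62 (SD, n = 3) in contralateral RGCs.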

Igf1 is enriched in contralateral RGCs, whereas Igfbp5 is enriched in ipsilateral RGCs. Further suggesting the complementary expression pattern of these two genes, the most peripheral DT RGCs that lack Igf1 expression, express Igfbp5. However, because this observation was made correlatively by comparing ISH for these two genes on different retinal sections, definitive demonstration of mutually exclusive expression would require double-ISH within the same sections over different developmental time points. 

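Igf2, a growth factor of the insulin family, was 12.3-fold higher in ipsilateral RGCs (log2 difference 3.61, SE 0.46, limma adjusted p = 0.0043). Its second probe set differed by 2.34 (SE 0.49, limma adjusted p = 0.0958). Igfbp4, another binding protein, had log2 levels of 10.57 ± 0.56 (SD, n = 3) in ipsilateral and 10.18 ± 0.33 (SD, n = 3) in contralateral RGCs. The log2 differences of Igfbp2, Igfbp3, Igfbp6 and Igfbp7 lay between −0.02 and 0.53, and none passed the test. Of 18 measured Igf pathway genes, 2 rose (3 when adjusted over the list alone), namely Igf2 and Igfbp5, and over the list alone also Grb10, an adaptor that dampens insulin receptor signaling. The list had a median of 0.01 (camera adjusted p = 0.0027, adjusted p = 0.579 with an estimated correlation, and 0.0512 with the replicate block). Leaving out 1 array put the median between −0.21, without contralateral replicate 1, and 0.33, without ipsilateral replicate 1. Of the microglia genes, 13 rose in the same samples with the replicate block.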

Although Igfbp5 is the only Igf binding protein detected by this microarray study, another Igf peptide, Igf2, was enriched in the ipsilateral RGC population. Igf2 has been previously reported as a gene preferentially expressed in peripheral mouse retina (Trimarchi et al., 2009).

Igf1 has also been implicated in neuronal circuitry formation by promoting axon outgrowth in corticospinal motor neurons (Ozdinler and Macklis, 2006) and by acting as a chemoattractant that directs olfactory neuron axons to innervate the lateral olfactory bulb (Scolnick et al., 2008). Insulin receptor signaling has also been implicated in synapse maturation and density within the *Xenopus* retinotectal circuit (Chiu et al., 2008). More recently, Igf1 has also been shown to promote αRGC-specific regeneration after axotomy (Duan et al., 2015). With its expression of multiple Igf signaling pathway proteins in distinct RGC populations, the developing retina offers an excellent opportunity to study the roles of these genes in neuronal development: in particular, the function of the complimentary genes Igf1 and Igfbp5 in defining the ipsilateral and contralateral RGC population or sectors of the retina.

### Ipsilateral RGCs are developmentally less mature than contralateral RGCs

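Atoh7, the bHLH factor Math5 that makes progenitors competent to form RGCs, had log2 levels of 10.30 ± 0.77 (SD, n = 3) in ipsilateral and 8.26 ± 0.24 (SD, n = 3) in contralateral RGCs. The log2 difference of Atoh7 was 2.04 (SE 0.45, limma adjusted p = 0.130), and it passed without ipsilateral replicate 1 (adjusted p = 0.0353) or ipsilateral replicate 2 (adjusted p = 0.0250). A second, dimmer probe set of Atoh7 differed by 0.07. The log2 level of Sox2 was 8.34 ± 0.59 (SD, n = 3) in ipsilateral and 5.67 ± 0.90 (SD, n = 3) in contralateral RGCs. Of the 30 progenitor genes, 29 had a positive mean difference and 20 were 2-fold or more higher. Pax6, Six3 and Hes1, picked after their values were seen, were among those that differed by less than 2-fold. Pax6, an eye-field factor that RGCs also express, differed by 0.03 at levels of 12.14 and 12.12. The eye-field factor Six3 differed by 0.02 and the Notch target Hes1 by 0.10, and none of these passed the test (limma adjusted p = 1.00 for each). The median log2 value of all probe sets on the contralateral arrays was 5.80, 6.65 and 6.26 in rounds 1 to 3.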

One highlight of our gene profiling results is that ipsilateral but not contralateral RGCs express multiple transcription factors, such as Math5 and Sox2, known to be expressed in retinal progenitor cells (Xie et al., 2014). Two possible explanations for these observations are that (1) Zic2^+^ RGCs are developmentally less mature than their contralateral counterparts, and failure to downregulate these genes reflect their immaturity, and (2) these progenitor cell markers have additional functions in postmitotic Zic2^+^ RGCs and neuronal subtype identity and function. Indeed, several recent studies suggest that neural progenitor genes also have distinct functional roles in postmitotic neurons. Expression of early eye field transcription factors has been shown in both retinal progenitors and differentiated retinal cell types. For example, Pax6 is expressed in both retinal progenitors and RGCs and has a functional role in postmitotic RGC axonal guidance (Hsieh and Yang, 2009; Sebastián-Serrano et al., 2012). Similarly, although Sox2 is traditionally thought to maintain neural progenitor identity (Graham et al., 2003), it has also been demonstrated to play a role in neuronal differentiation (Cavallaro et al., 2008, Heavner et al., 2014). In the retina, complete *Sox2* ablation leads to dramatic loss of neural progenitors; however, reduction of Sox2 expression in hypomorphic or null compound heterozygotes leads to maturation defects specific to RGCs, whereas other cell types are mostly unaffected (Taranova et al., 2006).

Expression of progenitor genes in ipsilateral RGCs can be caused by perdurance of progenitor mRNAs in postmitotic RGCs and may simply reflect the relative neoteny of ipsilateral compared with contralateral RGCs. Alternatively, this expression may suggest that ipsilateral RGCs derive from a progenitor pool at a different competence, or differentiation, stage. Thus, the temporal control of neuronal differentiation may be a specific feature or regulator of ipsilateral versus contralateral RGC fate. In this vein, the same VT region that gives rise to ipsilateral RGCs during earlier retinal growth switches to generating contralaterally projecting RGCs after E16. The importance of timing in controlling fate specification of cell class in the retina (Livesey and Cepko, 2001) and elsewhere in the CNS (Caviness et al., 2003), as well as divergent of the same subclass (Imamura et al., 2011), supports this hypothesis.

### Cell cycle regulation in control of RGC subtype differentiation: a role for cyclin D2?

In support of the preponderance of early genes expressed in ipsilateral RGCs and ventrotemporal retina, we found that cyclin D2 is enriched in ventral retina, although not exclusively expressed there. One potential mechanism for controlling the timing of cell cycle exit and differentiation is through differential expression of cell cycle regulators (Dyer and Cepko, 2001; Ross, 2011). Thus, the finding that cyclin D2 is expressed within the VT RGC zone is particularly interesting. Cyclin D1 is the G1 cyclin expressed throughout most of retinal development (Sicinski et al., 1995). Although the expression of cyclin D2 in the peripheral margin of the retina has been previously shown as part of large-scale expression analyses (Glickstein et al., 2007; Trimarchi et al., 2009), none of those studies dissected out the changes in cyclin D2 expression along the dorsoventral and nasotemporal axes. Unlike the microphthalmia seen in the cyclin D1–null mouse (Fantl et al., 1995; Sicinski et al., 1995), no gross retinal phenotype has been identified in the cyclin D2–null mouse (Sicinski et al., 1996). Studies in cortical, cerebellar, and spinal cord development have demonstrated a cell type–specific dependence on the different cyclin D family members, in particular cyclin D1 versus D2 (Huard et al., 1999; Lukaszewicz and Anderson, 2011; Ross, 2011; Petros et al., 2015). Thus, the distinct expression patterns of cyclin D1 and D2 in retinal development, and the close juxtaposition of cyclin D2 with the highly specialized subpopulation of RGCs projecting ipsilaterally, hint at a potential function of cyclin D2 expression in ipsilateral RGC production. In support of this, we observed an intermingling of cyclin D2^+^ cells with Brn3^+^ RGCs at E13.5 and E14.5 (Fig. 7*B*, *C*, yellow arrows) within ventral but not dorsal retina, where the two expression domains have distinct boundaries. This overlap in the cyclin D2 and RGC domains raises the possibility that the Ccnd2^+^ cells within this overlapping domain are in the process of differentiating into Brn3^+^ RGCs. Importantly, asymmetry in cyclin D2 expression is apparent only from E11.5 to E15.5, before or during the period when the majority of ipsilateral RGCs are produced, and no longer at E16.5, when ipsilateral RGC production wanes. Thus, the tightly regulated spatiotemporal expression pattern of cyclin D2 within the murine retina is highly suggestive of a population of cyclin D2–expressing progenitors that gives rise to ipsilateral RGCs. These possibilities are being addressed by ongoing studies in our laboratory.

Prior studies in the albino mouse model have shown that changes in the timing and rate of cell production within the ventrotemporal retina lead to a decrease in ipsilateral RGC production (Bhansali et al., 2014). However, the molecular pathways that regulate this rate remain to be determined. The concerted action of cyclin D1 and D2 on cell cycle exit and length could confer one such regulatory mechanism.

### Future perspectives

The developmental roles of the many genes differentially expressed in ipsilateral and contralateral RGCs will be revealed only through further gain- and loss-of-function experiments, through the use of mutant mouse models or overexpression and knockdown studies by *in utero* and *ex vivo* electroporation (Petros et al., 2009a). However, the transcriptomic data and *in vivo* expression studies we present themselves provide novel insight into the development of ipsilateral and contralateral RGCs and the mechanisms through which neuronal diversification can be accomplished in the retina. Additional studies using similar retrograde labeling and cell sorting approaches to isolate ipsilateral and contralateral RGCs in mature retina can further elucidate how these two cell types are molecularly and functionally distinct beyond development, after injury, and in regeneration. Moreover, our use of rapid retrograde labeling *ex vivo* to isolate projection neurons that have not yet reached their targets can be applied to the purification of other neuronal subtypes during embryonic ages.

How the deposited data were processed for this re-analysis (not part of the article)

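Gene expression was measured in ipsilateral and contralateral RGCs of E16.5 mouse retina, sorted by FACS after retrograde labeling, on 6 Affymetrix mouse genome arrays. There were 3 rounds of labeling and sorting, and each gave 1 ipsilateral and 1 contralateral sample from the pooled retinas of 2 litters. RNA was amplified as cDNA before hybridization. The deposited values are log2 intensities per probe set, made by the authors with the RMA method in Affymetrix Expression Console 1.1 (no version of RMA is given), which corrects background, normalizes the arrays and summarizes probes. The methods name GeneSpring for the comparison, a 2-fold change and a Benjamini–Hochberg adjusted p under 0.05, and 3 biological replicates. The text names neither the test nor a filter, and whether all arrays or each round was normalized together is not stated. The medians of the arrays were 5.81, 6.70 and 6.33 for ipsilateral RGCs in rounds 1 to 3, and each lay within 0.1 of that of the contralateral array of the same round, so the rounds differ more than the sides do.

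Of 45101 probe sets, 64 controls were left out. The remaining probe sets were kept where their mean log2 value over the 6 arrays was at or above the 20th percentile (log2 4.74), which left 36029 probe sets and 15346 genes. The annotation of the array names 1 gene for 34945 probe sets, several for 932 and none for 9160. Probe sets with several names or none were tested but counted as no gene. Of the Entrez identifiers of probe sets that name 1 gene, 34741 were found in the RefSeq gene table and 204 were not. No genome build is given with the values, so no positions are reported. Ipsilateral and contralateral RGCs were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with no block, and a call was a change of 2-fold or more with a Benjamini–Hochberg adjusted p under 0.05 over all probe sets kept. For a gene of the paper's tables reported alone the probe set of Table 5 was used, and for all others, and for every gene counted or tested in a list, the probe set with the highest mean. Fold changes are 2 raised to the size of the log2 difference. With 3 arrays against 3, an exact permutation test of a single gene cannot go below p = 0.10, and the adjusted p is taken from limma, which pools the spread across genes. The number of arrays limits the precision, and no count of transcripts lies behind these intensities.

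The numbers of the sample labels pair the samples: the paper states that the ipsilateral and contralateral RGCs of a round underwent the same treatment and preparation. As a check, each probe set was centred on its mean in each group. Arrays with the same number then had correlations of 0.511, 0.541 and 0.612 across probe sets, and arrays with different numbers had correlations from −0.353 to −0.208. Because the methods do not name a paired test, the fit without a block is reported, and the fit with the replicate block is an alternative. The median standard error was 0.44 without and 0.17 with the block, which also leaves fewer degrees of freedom.

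Before the data were examined, 30 gene lists were fixed, after the paper had been read: known ipsilateral and contralateral RGC markers, pan-RGC genes, neuronal maturation, retinal progenitors, neurogenic precursors, S phase, G2 and M phase, D cyclins and CDK inhibitors, semaphorins and plexins, Eph receptors and ephrins, other guidance and adhesion genes, the Igf, Notch and Hedgehog pathways, ventral, dorsal, temporal and nasal retina, ciliary margin, and markers of microglia and macrophages, endothelial cells and pericytes, pigment epithelium and melanocytes, astrocytes, photoreceptor precursors, amacrine and horizontal cells, red blood cells, lens, and mesenchyme, and immediate early genes. Some members are in Table 5, whose values had been seen. Each list was tested with camera from limma, on 1 probe set per gene, with a preset correlation of 0.01 and Benjamini–Hochberg adjustment over the 30 lists. A second run estimated the correlation between genes. The genes named in the text are those the paper names from its arrays, the 10 called genes with the largest change in each direction and the same sign in all 3 rounds, and up to 4 members of each list with the largest difference, with any called member that went against its list. Other genes are said to have been picked after their values were seen where they are singled out.

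The alternatives set before the data were examined were the replicate block, no filter and a filter at the 50th percentile, a second quantile normalization, arrays centred on their medians, an intensity trend with robust estimation, array weights, an unmoderated test with and without the block, adjustment over the 2-fold probe sets alone, unadjusted p, fold thresholds of 1.5 and none, other probe sets of a gene, the mean of all probe sets of a gene, members of the microglia and immediate early lists not counted, and leaving out each array in turn. In fits that leave out an array, the remaining arrays of the smaller group are assumed to vary like the others. The procedure was tested on simulated data with the spread of these arrays. Without the block, limma called 0 of 71 probe sets with a simulated 2-fold change, 0 of 64 with a 4-fold change and 35 of 65 (53.8%) with an 8-fold change, and 0 unchanged probe sets. With the block it called 0 of 71, 25 of 64 (39.1%) and 41 of 65 (63.1%), and 1 unchanged probe set. The in situ hybridization, immunostaining and quantitative PCR of the paper were not analysed here.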

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

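The tests that weigh explanations of the microglia and of the progenitor and cell cycle patterns were chosen after the result was seen, and the count over other splits of the arrays and the tests of the gene lists were planned.

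Microglia and macrophage genes, which the paper does not discuss, were higher in ipsilateral RGCs with a median log2 difference of 1.54 over 38 genes (2.56 without contralateral replicate 3), although the sort took dye-filled cells and removed dead ones. The tables argue against normalization, since the lowest median under either other scaling was 1.50. A lower share of RGCs with the other cells in fixed proportion stays open. The microglia median exceeded that of amacrine and horizontal cells by 1.69 on average over rounds (SD 0.69, with 1.85, 2.28 and 0.94 in rounds 1 to 3). Genes already bright in contralateral samples, like Barhl2 of the amacrine and horizontal list (log2 level 9.66), would rise less under such a change. Unequal medians therefore cannot decide. RNA of microglia or macrophages in the sorted ipsilateral samples stays open as a hypothesis: 92.1% of the list (35 of 38) was higher in all 3 rounds, but that share restates the pattern and cannot decide, and Ctss, Csf1r and C1qb stood at log2 levels of 10.75, 10.40 and 10.34 in ipsilateral RGCs. The list shares 0 tested genes with the other lists, and 21 of its genes are in Table 5. A difference between the retinas or in how the rarer ipsilateral cells were gated also stays open and was not tested.

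Progenitor and cell cycle genes were higher in ipsilateral RGCs, which the paper weighs as either RNA from proliferating cells or transcripts kept in ipsilateral RGCs, and the tables do not decide between these. For transcripts kept after the last division, the progenitor median would exceed that of G2 and M phase, and it did so by 0.12 on average (SD 0.40), with gaps on either side of 0 (0.10, 0.52 and −0.27 in rounds 1 to 3). For RNA of dividing progenitors in the sorted samples, 85.2% of the members of both lists (75 of 88) were higher in all 3 rounds. That share restates the pattern and would be met as well if ipsilateral RGCs expressed these genes. The medians of both lists were highest in round 3. They were 1.02, 1.40 and 1.82 for progenitor and 0.92, 0.88 and 2.09 for G2 and M phase genes in rounds 1 to 3. A shared peak among only 3 rounds cannot decide either. Dividing microglia as a source of the cell cycle transcripts also stay open: the G2 and M phase median lay 0.45 under the microglia median on average (difference −0.45, SD 1.43), with gaps on either side of 0 (−1.10, −1.44 and 1.18 in rounds 1 to 3). That ipsilateral RGCs themselves express these genes, which the paper shows for some by in situ hybridization, remains open here.

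The arrays make only 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 88 called probe sets, 1 of 10 splits gave as many, the real one, and the highest other count was 0. Among the 4 splits that part all 3 pairs, the real one included, the highest other count was also 0, and the others place samples of both sides in each group.

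Immediate early genes, which the paper does not discuss as a group, had a median log2 difference of 0.84. Photoreceptor precursor genes had a median of 0.17, which lay between −0.11, without ipsilateral replicate 2, and 0.44, without contralateral replicate 2, when 1 array was left out (0 of 10 passed limma over all genes, 2 over the list alone, and 2 at an unadjusted p under 0.05 and 2-fold by limma and by an unmoderated test; camera adjusted p = 0.0070, 0.317 with an estimated correlation, 0.247 with the stricter filter, 0.118 with quantile normalization and 0.0594 with the unmoderated test). Mesenchyme and connective tissue genes had a median of 0.23, which lay between 0.01, without contralateral replicate 1, and 0.65, without contralateral replicate 2, and was 0.99 with the stricter filter (1 of 11 passed limma, 2 over the list alone; camera adjusted p = 1.43e-05, 0.215 with an estimated correlation). Of the probe sets called here, 8 are absent from Table 5: those of Ctsc, C3ar1, Ptprc, Myb, Pon2, Ncapg and Slc9a3r1, and 1 of Gja1. With the replicate block that of Ctsc alone passed (limma adjusted p = 0.0412), and the others had adjusted p from 0.0754 to 0.1119.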

How the results depend on the processing

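The alternatives were set before the data were examined, except those given as chosen after seeing the data. The 88 ipsilateral and 0 contralateral probe sets (71 and 0 genes, and 80 called probe sets of Table 5) stayed within 1.5 times with the replicate block, either filter, both normalizations and the other fold thresholds, although only 43 of the 75 probe sets called with the block were among the 88, and 65 of 81 with quantile normalization, and the cause of the changes below was not tested. With an intensity trend and robust estimation the counts were 179 ipsilateral probe sets, 133 genes and 156 of Table 5. With array weights, whose estimation did not converge, they were 1001, 623 and 383, with 148 probe sets and 125 genes on the contralateral side. The unmoderated test gave 0, 0 and 0, with or without the block, and by construction estimates each spread from 6 arrays alone. Adjustment over the 2-fold probe sets alone, by construction over fewer tests, gave 715 and 80 probe sets, 457 and 63 genes and 412 of Table 5 by limma, and 2 contralateral probe sets and 1 gene by the unmoderated test. Unadjusted p from that test gave 446 and 31 probe sets, 315 and 26 genes and 307 of Table 5. Leaving out 1 array gave 53 to 220 ipsilateral probe sets, 42 to 162 genes and 50 to 170 of Table 5, and moved the median difference of all genes from −0.01 to between −0.26 and 0.22. Chosen after seeing the data, centring pairs without reducing the degrees of freedom, which by construction makes p too small, gave 684 and 86 probe sets, 442 and 62 genes and 417 of Table 5 by limma, and 398 and 43, 282 and 31, and 293 by the unmoderated test. Quantile normalization with the unmoderated test and adjustment over the 2-fold probe sets gave 284 and 24, 211 and 20, and 237. The block with that adjustment gave 797 and 106 probe sets and 504 and 79 genes, quantile normalization with the block gave 1 contralateral probe set of 1 gene, and not counting the microglia, immediate early, progenitor, precursor and cell cycle lists gave 46 probe sets and 36 genes. With an estimated correlation, which takes account of genes moving together, all 19 list calls were lost, among them microglia (median 1.54), progenitor (1.31), G2 and M phase (1.29), immediate early (0.84), S phase (0.73), pan-RGC (−0.35) and maturation genes (−0.44). A dim probe set of Sox9 had the opposite sign (−0.0021), the 1 called gene with a reversed sign among the alternatives run. Among genes not called, signs changed as well, as at another probe set of Sema4d (−0.13 against 1.46) and for Ephb1 without contralateral replicate 1 (−0.20 against 0.06). Of lists that passed, the medians of D cyclins, the Igf pathway and photoreceptor precursors changed sign without contralateral replicate 1 (−0.13, −0.21 and −0.07) and without ipsilateral replicate 2 (−0.03, −0.17 and −0.11), and that of the Igf pathway with median centring (−0.03), with no change in the direction of the test. The replicate block ended 16 of 32 calls among 136 named probe sets and added those of Ccnd2 and Fos. It ended the list calls of the Igf pathway and dorsal retina, and changed no other call of these probe sets or of a list. Outside the 136, the block also ended calls of Tcf7l2 (limma adjusted p = 0.0740), Nfix (0.0515), C5ar1 (0.0645), C3ar1 (0.1119) and Lair1 (0.1543), among others. It kept both calls of Zic5 and added that of a further Tgfb2 probe set (0.0473). A second quantile normalization ended 10 named calls and added 2, median centring ended 5 and added 3, array weights added 49, the unmoderated test with the block ended 11 list calls, and leaving out an array ended 0 to 12 and added 0 to 16. Without a filter 70 probe sets were called among 45037 tested, and with the stricter filter 125 among 22519. The number of tests changes with the filter, so these counts do not show a cause.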

Differences from the paper's values

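The 36 fold changes that the paper states for single genes were each within the spread or within 1.5 times of those computed here, at ratios from 0.838 to 1.26. Under the alternatives 8 of them differed, each under 1: Lhx2, Fzd5, Notch2, Sema4d and Ccnd1 with array weights, Slc6a4 without ipsilateral replicate 3, Napb without contralateral replicate 2 and Isl2 without ipsilateral replicate 2. The counts of called probe sets and genes differed. The paper's count of probe sets higher in ipsilateral RGCs is 404 and the count here is 88. The paper's count for contralateral RGCs is 47 and the count here is 0. For genes, the paper's counts are 298 and 40 and those here are 71 and 0, and the paper's total is 338 where 71 were called here in either direction. The thresholds are the same, and the paper's text does not name its test. Among the alternatives set before the data were examined, an unadjusted p from the unmoderated test came within 1.5 times of the paper's ipsilateral counts (446 probe sets and 315 genes) and of its total (341 genes), and no other did: not the replicate block, either filter, either normalization, an intensity trend, array weights, the unmoderated test with adjusted p, adjustment over the 2-fold probe sets alone, another fold threshold, leaving out the microglia and immediate early lists, or leaving out any array. An unadjusted p from a test with the replicate block was not among these alternatives. For the contralateral counts none of them came within 1.5 times. The nearest were 31 probe sets and 26 genes with unadjusted p and 80 probe sets and 63 genes with adjustment over the 2-fold probe sets by limma. Centring pairs without reducing the degrees of freedom, with an unmoderated test, reached 398 and 43 probe sets and 282 and 31 genes, but it was chosen after seeing the values and drops 158 of the probe sets of Table 5. A second quantile normalization with the unmoderated test and adjustment over the 2-fold probe sets, also chosen after seeing the values, came within 1.5 times of the ipsilateral counts (284 probe sets and 211 genes) and drops 214 of Table 5.

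Of the probe sets that Table 5 calls, 371 were not called here. From Table 5, 412 were called with adjustment over the 2-fold probe sets alone by limma, 383 with array weights, 307 with unadjusted p, 156 with an intensity trend, 120 with the stricter filter and 68 with the replicate block, and, chosen after seeing the values, 417 with pairs centred and limma (34 of Table 5 dropped). Among the genes of the paper's tables that were not called here, Slc6a4, Lhx2, Otx2, Atoh7, Gli3, Fzd5, Notch2, Sema5b, Slc2a1, Sema4d, Ccnd1, Sema3e, Tbx20, Pou4f1, Bmper, Igf1, Fgf12 and Napb were called with adjustment over the 2-fold probe sets alone by limma. All of them but Slc6a4 and Sema3e, and Ptch1 as well, were called with array weights, and Fgf12 was also called with the adjustment over the 2-fold probe sets by the unmoderated test. Slc6a4 was called without ipsilateral replicate 3, where its fold change was 7.37. Lhx2 was called with a second quantile normalization, with median centring and with the stricter filter, and Notch2 with the latter pair. Leaving out 1 array also called Lhx2, Otx2, Atoh7, Gli3, Fzd5, Notch2, Sema5b or Ccnd1, and an intensity trend with robust estimation called Lhx2, Otx2, Atoh7, Fzd5, Notch2, Sema5b and Slc2a1. Sema7a and Slc39a6 were called under none. The paper names Napb among the genes most enriched in contralateral RGCs. Here all 15346 genes were ranked by log2 difference with no p threshold. Igf1 and Bmper ranked 2nd and 3rd, and Napb ranked 11th with a log2 difference of −1.35. The paper's genes had passed its p threshold, so its order and these ranks cover different sets of genes.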

Other observations

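Zic5, a relative of Zic1 and Zic2, rose in ipsilateral RGCs at 2 probe sets, by a measured 3.04 (SE 0.40) and by 2.73 (SE 0.41) on the log2 scale. At the first of these the contralateral level of 4.38 lies under the filter level, from which the rise is at least 2.69. Tcf7l2, a transcription factor of the Wnt pathway, rose by 2.71 (SE 0.43), and Nfix, a nuclear factor I gene, by 2.48 (SE 0.45). B2m, the light chain of class I histocompatibility molecules, rose by 2.05 at its brighter probe set, from a log2 level of 8.28 ± 0.25 to 10.33 ± 0.10 (SD, n = 3). With the replicate block Tcf7l2 and Nfix did not pass (limma adjusted p = 0.0740 and 0.0515), whereas both Zic5 probe sets and this B2m probe set did. These genes are among the 30 called genes on none of the lists and were picked after their values were seen. In the same samples 21 of the microglia genes were 2-fold higher at an unadjusted p under 0.05 from an unmoderated test.

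Among the lists of other cells, those of microglia, photoreceptor precursors and mesenchyme passed, though not with an estimated correlation (camera adjusted p = 0.0711, 0.317 and 0.215). The 6 given here did not pass, with medians that changed sign when 1 array was left out. Endothelial and pericyte genes had a median log2 difference of 0.02 (camera adjusted p = 0.611), red blood cell genes of 0.11 (adjusted p = 0.745), lens genes of 0.01 (adjusted p = 0.538), pigment epithelium and melanocyte genes of 0.14 (adjusted p = 0.396) and astrocyte genes of 0.06 (adjusted p = 0.745). Amacrine and horizontal cell genes had a median of 0.04 (adjusted p = 0.155). Without ipsilateral replicate 1 these medians were highest, at 0.35, 0.44, 0.39, 0.44, 0.32 and 0.38 in that order. The lowest were −0.23 for endothelial and −0.22 for astrocyte genes without ipsilateral replicate 2, and −0.30 for red blood cell, −0.27 for lens, −0.19 for pigment epithelium and −0.15 for amacrine and horizontal cell genes without contralateral replicate 1. In these 6 lists 0 genes passed limma over all genes or over the list alone, and at an unadjusted p under 0.05 with a 2-fold change limma gave 1 endothelial gene and 2 amacrine and horizontal cell genes, while an unmoderated test gave 0. Col2a1, a cartilage collagen on the mesenchyme list, rose in ipsilateral RGCs by 2.70 (SE 0.42, limma adjusted p = 0.0154), with an adjusted p of 0.0585 with the replicate block, 0.0565 without ipsilateral replicate 3 and 0.0721 without contralateral replicate 3. Col1a2, a collagen of fibroblasts, differed by 2.15, with 3.86, 1.75 and 0.83 in rounds 1 to 3 (limma adjusted p = 0.238).

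The ratios to the p-values of Table 5, and the weighing of the adjustment over the 2-fold probe sets as an explanation, were chosen after the counts had been seen, whereas that adjustment itself was planned. Fewer probe sets were called here than in Table 5, whose p-values reach 0.0375 at most. If they were unadjusted, their ratio to unadjusted p-values computed here would lie near 1, and its median was 0.347 against the unmoderated test and 2.31 against limma, while against adjusted p-values it was 0.0092 and 0.0262. Adjustment over the 2-fold probe sets alone may come nearer, with a median ratio of 0.891 by limma but 0.107 by the unmoderated test, and it called 715 ipsilateral probe sets by limma and 97 by the unmoderated test. Neither explanation is decided by these values, since the test behind Table 5 is not named. Ratios to p-values with the replicate block were not computed.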
